# Chronic compression induces transcriptional, metabolic, and functional state changes in macrophages that recapitulate tumor-associated phenotypes

**DOI:** 10.3389/fimmu.2025.1626024

**Published:** 2025-12-09

**Authors:** Alice Burchett Darantiere, Hao Chen, Julian Najera, Scott Howard, Meenal Datta

**Keywords:** Myeloid cells, solid stress, immunomechanics, mechano-immunology, metabolism, fluorescence lifetime imaging (FLIM), polarization, glioblastoma.

## Abstract

**Introduction:**

Macrophages comprise a significant portion of the glioblastoma tumor microenvironment and are essential in promoting immunosuppression and tumor progression. Solid tumors such as glioblastoma generate solid stress as they expand, creating a compressive microenvironment for mechanosensitive immune cells including macrophages. Macrophages are known to respond to various mechanical stimuli but have not yet been studied in the context of chronic compression observed in growing tumors.

**Methods:**

Here, we used a custom *in vitro* compression system to elucidate the effects of compressive solid stress on murine macrophages.

**Results:**

We found that macrophages have significant morphological, transcriptional, metabolic, and functional responses to compression. These changes corresponded to both canonical pro- and anti-inflammatory macrophage states. The gene expression signatures of compressed macrophages more closely resembled those of glioma-associated macrophages known to be associated with worse patient outcomes.

**Conclusion:**

These results indicate that compression alone, independent from tumor cell-derived biochemical factors, may contribute to the pathological tumor-associated macrophage phenotype. This could represent a vicious cycle of tumor immunomechanics and mechano-immunology. Targeting solid stress in tumors or the response to solid stress by macrophages may interrupt this feedback loop to help normalize the tumor immune microenvironment and improve glioblastoma response to immunotherapy.

## Introduction

Myeloid cells, such as macrophages, accumulate in the glioblastoma (GBM) tumor microenvironment (TME) and can comprise nearly half of the tumor bulk (1, 2). Macrophage phenotype is often represented as ranging from pro-inflammatory (M1-like) to anti-inflammatory (M2-like). However intermediate and overlapping phenotypes are found in both health and disease (3, 4). In GBM, macrophages adopt a pathological, pro-tumor phenotype, which shares some characteristics of M2-like polarized macrophages (2). As orchestrators of the innate and adaptive immune response, these tumor-associated macrophages (TAMs) contribute to tumor growth, invasion, and treatment resistance (5, 6). They are also key players in resistance to immunotherapies, as they recruit regulatory T cells and inhibit the infiltration, proliferation, and function of cytotoxic T cells through the expression of cytokines and immune checkpoints (7). As a result, TAM density is associated with poor prognosis and reduced overall survival in many cancer types (5, 8–10).

The GBM TME also features elevated solid stress, which arises as the tumor expands and pushes against the surrounding tissue (11–13). Our prior *ex vivo* measurements of murine tumors reveal a range of 0.1 to 10 kPa maximum solid stress, with murine GBMs falling in the range of 0.1 to 0.2 kPa (14–16). In GBM patients, we have found that solid stress ranges between 0.01 and 0.6 kPa, depending on invasive versus nodular growth patterns (16, 17). This chronic compression acts on both the tumor itself and the surrounding brain to cause neuronal death and inhibit fluid transport (16, 18). Compression in solid tumors can collapse blood vessels, exacerbating nutrient deprivation and hypoxia which in turn contributes to the highly angiogenic GBM phenotype (19–21). Angiogenesis in GBM relies in part on MMP-mediated extracellular matrix (ECM) remodeling and VEGF signaling, and microvessel density correlates with poorer prognosis (22, 23). ECM remodeling facilitated by myeloid cells also contributes to GBM invasion and tumor expansion (24).

Macrophages are known to respond to mechanical stimuli, with the polarization and phenotype response highly dependent on the physiological context (25, 26). While solid stress is associated with lymphocyte exclusion in tumors, macrophages maintain a presence in both high- and low-stress tumors (27). Their response to mechanical stimuli such as shear stress, tissue viscoelasticity, cyclic compression or stretching, and hydrodynamic pressure changes has been previously studied, particularly in the context of the cardiovascular and skeletomuscular systems (25, 28–31). We recently showed that macrophages themselves generate solid stress *de novo*, causing deformation of a confining substrate, and that 3-D macrophage cultures respond phenotypically to externally applied chronic compression (32). However, there are no other studies to date that characterize the macrophage response to chronic compressive stress in the context of cancer immunology (33–36).

Macrophage function is closely linked to metabolic state. M2-like polarization is accompanied by an increase in oxidative phosphorylation compared to more glycolytic M1-like macrophages (37–39). While TAMs are often observed to rely on glycolysis for energy production, TAMs in hypoxic environments and in the core of GBM tumors have increased oxidative phosphorylation (40–42). Macrophages and GBM cells participate in reciprocal metabolic cross-talk, resulting in a vicious cycle that promotes GBM growth and invasiveness and accumulation of pro-tumor, immunosuppressive TAMs (40). The mechanical properties of the TME are also directly interconnected with metabolism (43). Macrophages within stiffened, fibrotic TMEs upregulate arginase-1 and metabolize arginine, leading to the depletion of arginine in the TME (44). This suppresses anti-tumor T cell activity and leads to the production of pro-tumor metabolites. Because macrophages can themselves generate compressive solid stress (32), there may be an immunomechanical and metabolic feedback loop involving the GBM mechanical TME and tumor-resident macrophages resulting in immunosuppression and tumor progression.

Here, we utilize a 2D mechanical compression model to interrogate macrophage response to chronic solid stress levels previously measured in GBM. Compression induced alterations in macrophage morphology, including increased cell area and more irregular cell shapes. Compressed macrophages also had significantly altered gene expression as assessed by RNA sequencing, upregulating both M1-like and M2-like genes, defying the simplified M1/M2 macrophage polarization spectrum. They also upregulated genes associated with TAMs across a spectrum of tumor types, including glioma and GBM-specific TAMs. Trending upregulation of canonical M1-like and M2-like markers was consistent across varying magnitudes of solid stress, duration of compression, and in normoxic and hypoxic conditions. Fluorescence lifetime imaging (FLIM) showed alterations in cellular metabolism under compression consistent with pro-tumor polarization. Functionally, compressed macrophages were more phagocytic and released more nitric oxide into their media. These results suggest that chronic compression results in a more complex phenotype than is represented on the traditional pro- and anti-inflammatory axis. This also demonstrates that compression alone, in the absence of any cancer-derived factors, may cause macrophages to adopt a TAM-like state, implicating solid stress as a potentially essential driver of tumor immunosuppression and a promising therapeutic target.

## Materials and methods

### Cell culture and compression

RAW264.7 (ATCC TIB-71) murine macrophages and CT-2A murine GBM cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Corning, 10-013-CV) supplemented with fetal bovine serum (FBS, Corning, 35-010-CV) and penicillin/streptomycin (Corning, 30-002-CI). Unless otherwise noted, cells were maintained at 37 °C and 5% CO_2_ in a humidified incubator.

We employed a custom weight system to apply uniaxial compressive stress to cell monolayers, as described previously (45). Cells were seeded atop a cell culture insert with 0.4 um pore size (CellQuart, 9300412) and placed in a 6-well plate. Agarose cushions were made from 1% (w/v) agarose (Bio-Rad, 1613100) dissolved in complete culture medium and formed with custom 3-D printed cylindrical molds to match the size of the cell culture insert. These serve as a media reservoir to prevent nutrient deprivation and protect the cells from direct contact with the rigid weight. The agarose cushions were submerged in culture medium and placed in the incubator for 24 hours before use to equilibrate CO_2_ and oxygen within the gels. After cells had adhered to the cell culture insert (overnight), the agarose cushion was placed on top, and a custom 3-D printed PLA weight was placed on top of the agarose. The mass of the weight is such that it applies 0.14 kPa of compressive stress distributed across the insert membrane area, as quantified by dividing the observed mass of the weight by its surface area. This mimics the approximate magnitude (~0.1-0.2 kPa) derived from prior studies measuring solid stress *in situ* in murine GBM tumors (14). For the control condition, only the agarose cushion was placed on the cells.

After the addition of the agarose (control) or agarose + weight (compressed), the cells were placed in a standard incubator for 24 or 48 hours. For the hypoxia condition, the cells were placed in a hypoxia incubator with 1% O_2_ and 5% CO_2_. Conditioned media was collected from the well underneath the cell culture insert after 24 or 48 hours of compression and stored at -80 °C before downstream analysis or treatment. For M1-polarized macrophages, media was supplemented with 200 ng/ml lipopolysaccharide (LPS, Santa Cruz Biotechnology, sc-3535) and 20 ng/ml IFN-γ (BioLegend, 575302). M2-polarized macrophages were treated with 20 ng/ml IL-4 (Pepro-tech, 214-14). For indirect co-culture conditions, one cell type (RAW264.7 or CT-2A) was seeded on top of the porous transwell membrane, and the other cell type was seeded underneath on the surface of the 6-well plate. Compression was applied as described above to the cells in the transwell for 24 hours.

### Immunofluorescence staining and cell morphology analysis

After compression, the cells were fixed with 4% paraformaldehyde (Thermo Scientific, AAJ19943K2) for 20 minutes at room temperature and rinsed with PBS. The membranes were removed from the cell culture inserts and stored in PBS with 0.1% sodium azide (Sigma-Aldrich, S2002). Phase-contrast images of these fixed membranes were acquired on a Leica DMi 1 microscope. The membranes were cut into several pieces using a razor. Single pieces of the membranes were placed into a 12-well plate for staining using conjugated antibodies against YAP (Santa Cruz Biotechnology, sc-376830), TAZ (Santa Cruz Biotechnology, sc-518026), Piezo1 (Proteintech, 15939-1-AP), and DAPI (Sigma-Aldrich, D9542). The stained membranes were mounted onto microscope slides under coverslips using Fluoromount G (Invitrogen, 00-4958-02). Image Z-stacks were acquired using a Nikon AXR confocal microscope, and the maximum intensity projections were used for downstream analysis. The YAP, TAZ, and DAPI channels were merged to obtain images of the entire cell, and images were cropped to regions that did not contain overlapping cells for more accurate segmentation. The cropped images were segmented using CellProfiler, which quantified cell area and shape metrics. Representative images shown were created by staining cells with CellMask actin tracking stain (Invitrogen, A57244) and DAPI, and were enhanced for clearer visualization.

### Fluorescence lifetime imaging

For fluorescence lifetime imaging (FLIM), cells were seeded sparsely in a 12-well cell culture insert and compressed as described above. After 24 or 48 hours, the weight and agarose cushion were carefully removed and the cells were fixed as described above. The membrane was removed from the cell culture insert and mounted using Fluoromount G onto glass microscope slides. The coverslip edges were sealed with nail lacquer to prevent moisture from reaching the membranes. The slides were stored at 4°C before imaging.

FLIM measures the inherent lifetime (τ) of fluorophores regardless of intensity, enabling tracking of bio-microenvironment dynamics. In this study, we utilized a custom-built two-photon excited frequency-domain FLIM system. “Instant-FLIM” captures intensity and lifetime imaging simultaneously under 800 nm excitation for intrinsic fluorescence lifetime through precise measurements of endogenous fluorophores such as NAD(P)H (46). For each measurement, lifetime phasor coordinates g and s [2] are averaged separately to calculate the mean lifetime per field of view (FOV) for quantitative analysis (47).

### Phagocytosis and Griess assay

Cells were either compressed as described above on a transwell insert or cultured in conditioned media in a standard cell culture plate from compressed/control macrophages for 24 hours. After treatment, cells were incubated with 1 µm fluorescent polystyrene beads (Invitrogen, F13083) for 2 hours. The cells were then fixed, stained with CellBrite blue (Biotium, 30024), and imaged. We used CellProfiler to quantify the intensity of red fluorescence within the blue cell area. The conditioned media of compressed macrophages was analyzed using a Griess reagent system following the vendor protocol (Promega, G2930).

### RNA sequencing and bioinformatics analysis

RNA was extracted as described above from six samples each of 24h compressed (0.14 kPa) and 24h agarose-only control macrophages and sequenced using the NovaSeq X Plus 10B flow cell at a depth of approximately 50 million average raw reads per sample. The raw data was aligned to the GENCODE mouse genome annotation using STAR 2.7.2. The resulting expression data was analyzed using DESeq2 to identify differentially expressed genes (DEGs), create the volcano plot, create heatmaps, perform gene ontology and geneset enrichment analyses, and generate log_2_(fold change) values for specific genes. For geneset analysis, genesets were either downloaded from the GSEA online database or obtained from relevant publications (**Supplementary Table S1**). For human genesets, human gene names were converted to their murine orthologs using g:Profiler, omitting genes with no identified murine ortholog. To visualize the degree of overlap between genesets, a heatmap was generated using an online multiple list comparator (molbiotools.com) based on the Jaccard index (number of shared genes divided by total number of genes in the combined set). The protein-protein interaction network was created using STRING-db, filtering for the subset of DEGs with an absolute value of log_2_(fold change) greater than 2 and an adjusted p-value (padj.) less than 0.05. The interactions were further filtered to include only genes with a high confidence interaction score (greater than 0.9) and disconnected nodes were excluded. Violin plots were created using GraphPad Prism (GraphPad Software, San Diego, CA, USA). A table of differentially expressed genes, filtered for p.adj ≤.05 and base mean > 50, is included in **Supplementary Table S2**.

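The first 1998 of the 5959 genes of Supplementary Table S2 are used here. A DESeq2 fit to the deposited counts, restricted to genes with a mean normalized count over 50 and chosen after seeing the data, called 5959 genes at an adjusted p of 0.05 or less. Its log2 fold changes differed from those in the table by at most 4.2e-05 over 1998 genes. Of these genes, which the authors chose on the same samples, edgeR called 1990 and left 8 uncalled. The table includes Il1a, with the paper's log2 fold change of 6.16, and Car4, with the paper's value of 10.31.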

### Reverse-transcription quantitative polymerase chain reaction

After completion of the compression experiment, the agarose cushion and weight were removed. The cells were removed from the membrane of the cell culture insert using a cell scraper. These were pelleted, and the RNA was extracted (Zymo Research, R2051). Gene expression was analyzed using TaqMan primers for *Arg1* (Thermo Fisher Scientific, Mm00475988_m1), *Nos2* (Mm00440502_m1), *Ki67* (Mm01278617_m1), *Casp3* (Mm01195085_m1), *Il1b* (Mm00434228_m1), *Serpinb2* (Mm00440905_m1), *Cd47* (Mm00495011_m1), and *Gapdh* (Mm99999915_g1). The raw PCR data was analyzed using the qPCR Design and Analysis app (Thermo Fisher Scientific). Gene expression was normalized to GAPDH and then normalized to the mean of the control group and reported as 2^− ΔΔCt^. Each condition and gene had between 3 and 6 biological replicates.

### Statistical analysis

Statistical analyses and data visualization were done using GraphPad Prism. Cell size, circularity, solidity, and fluorescence lifetime were compared using a Mann-Whitney test. Phagocytosis fluorescence intensity and nitrite in media were compared using an unpaired t-test. Error bars represent standard error of the mean and asterisks indicate statistical significance (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). For RT-qPCR data, asterisks indicate statistical significance adjusting for multiple comparisons via multiple unpaired t-tests.

## Results

### Compressed macrophages have increased size and irregular morphology

Murine RAW264.7 macrophages were first compressed with 0.14 kPa of compressive stress for 24 hours under standard culture conditions. This magnitude of compression approximates the magnitude we previously measured in murine glioblastoma models and in patients (14–17). Both compressed and control macrophages maintain adherence to the surface of the transwell insert, even after removal of the weight and agarose cushion, allowing for downstream staining and morphology analysis. After compression, macrophages were processed for downstream transcriptomic, imaging, and functional assays (**Figure 1A**). Quantification of fluorescent staining (**Figure 1B**) reveals that compression caused cell area to nearly double, from 87.0 µm^2^ to 168.3 µm^2^ (**Figure 1C**). This is consistent with a more pro-inflammatory polarization (48). We also quantified cell circularity, defined in CellProfiler as Form Factor, or 4*π*Area/Perimeter^2^. For a perfect circle, this value equals 1, with smaller values indicating more irregular shapes. Circularity was significantly decreased in the weighted condition (**Figure 1D**). Decreased circularity has been observed with anti-inflammatory, M2-like polarization (48). Solidity is the ratio of the cell area to the convex hull area (the smallest convex shape that would contain the cell) and is a metric that captures irregularity in the cell boundary, distinct from size and circularity. Solidity significantly decreased in compressed macrophages compared to uncompressed controls, reflecting the increased cell boundary irregularity (**Figure 1E**). This is also consistent with anti-inflammatory polarization (48). Polarization of macrophages by cytokine addition has been reported to alter macrophage elongation (49), but compressed macrophages displayed no significant change in elongation or eccentricity (data not shown).

**Figure 1:**
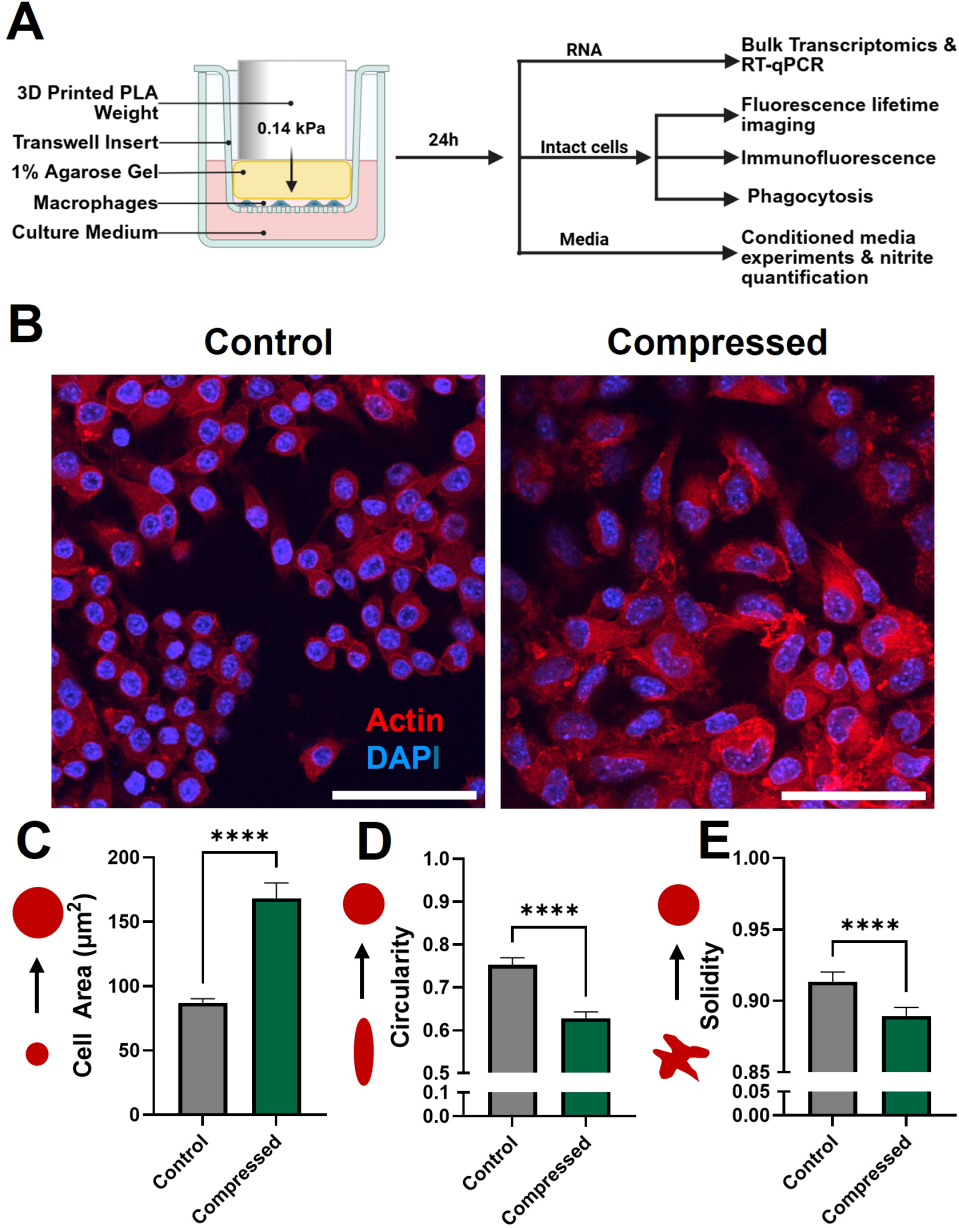
Compressed macrophages have increased size and more irregular morphology. **(A)** Schematic of the macrophage compression system and downstream analyses. Cells are seeded in a monolayer on a porous cell culture insert, and 0.14 kPa compression is added via a 3D-printed weight. The compressed macrophages are either lysed for RNA extraction, or fixed on the membrane for imaging. Conditioned media is collected for nitrite quantification and conditioned media experiments. **(B)** Fluorescence images of control and compressed macrophages stained for actin (red) and nuclei (blue). Scale bar is 50 µm. Quantification of cell area **(C)**, circularity **(D)**, and solidity **(E)**, quantified using an automated CellProfiler pipeline which identifies and characterizes individual cells in fluorescence images. ****p ≤ 0.0001.

We performed immunofluorescent staining on YAP, TAZ, and Piezo1 to determine if their localization or abundance was altered with compression (**Supplementary Figure S1**). While we observed a statistically significant decrease in the nuclear/cytoplasmic ratio of both YAP and TAZ in compressed macrophages, neither condition had appreciable nuclear signal as would be expected with a biologically significant response (50). There was no significant difference in Piezo1 intensity between compressed and uncompressed macrophages (**Supplementary Figure S1**).

### Compression induces altered expression of genes related to migration, proliferation, and IL-1β signaling

To determine macrophages’ transcriptional response to chronic compression, we performed bulk RNA sequencing on macrophages after 24 hours of compression compared to uncompressed controls. 

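RNA from RAW264.7 cells, a murine macrophage line, was sequenced after 24 h under an agarose cushion alone (control, n = 6) or under a cushion with a weight that applied 0.14 kPa (compressed, n = 6). The authors aligned the reads with STAR 2.7.2 to a GENCODE annotation of the mouse genome and deposited whole-number counts per Ensembl gene. The program that counted the reads and its strand setting are not given in the sources used here. Total counts ranged from 37948795 to 40463545 per control library (median 38469169.5) and from 33460807 to 39103987 per compressed library (median 35759008). The paper states its depth in raw reads per sample, and the values here rest on the counted reads. Counts were scaled by TMM in edgeR, genes with low counts were removed by filterByExpr, and 15001 genes were compared between the groups with the quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05 or less. Levels are given as CPM, counts over the TMM-scaled library size set to a common total, and fold changes are compressed over control. No source used here says that the 6 samples of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical. The gene lists named beside the results, the tests and the genes to be named were chosen before the data were examined, except that the top of the increased genes in Supplementary Table S2 and Figure 2C had been seen.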

Compressed macrophage samples clustered separately from control macrophage samples in a principal component analysis (**Figure 2A**) and demonstrated clear differences in gene expression, as shown in a heatmap of differentially expressed genes (DEGs) (**Figure 2B**). 

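The 12 libraries separated by condition along the first principal component of the 500 most variable genes, which held 81.4% of their variance. Control libraries had a mean score of -22.69 (SD 1.83, n = 6) and compressed libraries a mean of 22.69 (SD 2.13, n = 6). No score of one group lay within the range of the other (exact permutation test, two-sided, p = 0.00216, the smallest that splits of 6 against 6 libraries can give). The second component held 11.5% of the variance and set 1 library apart: compressed replicate 6 had a score of -26.67, and the other 5 compressed libraries lay between 3.27 and 7.19. Its log2 CPM over all tested genes correlated with those of the other compressed libraries at 0.968 to 0.975, across genes, which are not independent replicates. The other compressed libraries correlated with each other at 0.994 to 0.996, and the control libraries at 0.996 to 0.997. Replicate 6 was kept in every main test, and tests repeated without it are named as such. The place of replicate 6 within a gene group is given where the group moves with it.

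**Figure D1:**
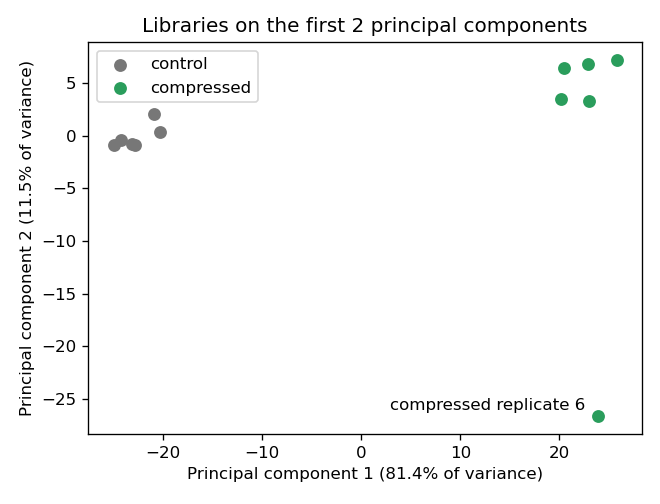
Scores of the 6 control and 6 compressed libraries on the first 2 principal components of log2 CPM of the 500 most variable genes, 1 point per library. The groups part along the horizontal axis, and compressed replicate 6 lies apart at -26.67 on the vertical axis.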

There were 7,463 significantly differentially expressed genes (DEGs) (p.adj ≤ 0.05). Of these DEGs, 129 had a log_2_(Fold Change) value below -1, and 319 genes had a log_2_(Fold Change) above 1, as visualized in a volcano plot in **Figure 2C**. 

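Of 15001 genes tested, 6960 changed at an adjusted p of 0.05 or less, 3677 higher and 3283 lower under compression. Of these, 774 had a log2 fold change above 1 and 216 one below -1. Both counts past 1 depended on the setting. A mean normalized count over 50 gave 461 and 128, DESeq2 gave 1120 and 365, and a test against that fold change itself (glmTreat) gave 364 and 25. The balance of directions depended on the setting: library size alone gave 3079 higher and 4050 lower, and of the settings chosen after seeing the data, DESeq2 with a mean normalized count over 50 gave 2849 and 3110 and removal of the trend with transcript length 3550 and 4504. Apart from cytokines and proteases, the genes that rose most included Upp1, which encodes uridine phosphorylase, with a log2 fold change of 5.06 (standard error 0.16, adjusted p = 1.74e-10 from edgeR), Cited1, a transcriptional coregulator, with 5.57 (standard error 0.33, adjusted p = 1.33e-08 from edgeR), and Aire, the autoimmune regulator, with 4.79 (standard error 0.32, adjusted p = 5.33e-08 from edgeR). Car4, which encodes a membrane-bound carbonic anhydrase, held 2 counts over the 6 control libraries and 2424 over the 6 compressed libraries, a ratio of 1372 per effective library size with a 95% counting interval of 379 to 11336, which covers counting error only. Both control counts came from control replicate 1, without which Car4 was at least 757-fold higher against a floor of 3 counts over the other controls. Sh3bgr fell from 1.02 ± 0.0763 CPM (SD, n = 6) in controls to 0.279 ± 0.0548 CPM (SD, n = 6) under compression, a log2 fold change of -1.85 (standard error 0.14, adjusted p = 1.50e-07 from edgeR). Kif17, a kinesin motor, had a log2 fold change of -1.78 (standard error 0.20, adjusted p = 8.02e-06 from edgeR). Better-counted genes among the largest decreases were Shmt1, the cytosolic serine hydroxymethyltransferase of folate metabolism, from 50.0 ± 1.11 CPM (SD, n = 6) in controls to 18.3 ± 1.12 CPM (SD, n = 6) under compression (-1.45 on the log2 scale, adjusted p = 1.74e-10 from edgeR), and Ankle1, an endonuclease, with a log2 fold change of -1.42 (standard error 0.052, adjusted p = 2.74e-10 from edgeR). The other genes among the 10 largest decreases included Pla2g4c (-1.60), Sv2a (-1.45) and the vomeronasal receptor gene Vmn1r43 (-1.43), all past the same test. Without compressed replicate 6, the test called 9981 genes, 5117 higher and 4864 lower, of which 6898 were also called with all 12 libraries; 763 were above 1 and 239 below -1.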

We next performed gene ontology analyses to determine which relevant biological and molecular functions were altered (**Figure 2D**). 

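Transcripts of receptors that guide leukocytes along chemokine and complement gradients rose with compression. Of 7 chemotaxis receptors measured, 6 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone). Ccr1, a receptor of Ccl3 and Ccl5, had a log2 fold change of 1.30 (standard error 0.070, adjusted p = 6.81e-09 from edgeR). The complement receptors C3ar1 and C5ar1 rose by 0.67 and 0.62 on the log2 scale. The median log2 fold change of the list was 0.62, and camera, a test of whether a list's genes move beyond the other genes, gave an adjusted p of 0.00151 over 39 lists. For lower members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2.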

The most upregulated biological processes were mainly related to migration and chemotaxis, behaviors that are more prominent in pro-inflammatory macrophages (51). 

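Chemokine genes, which encode secreted proteins that draw leukocytes, rose nearly throughout. Of 14 chemokine genes measured, 13 were higher and 0 lower (13 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.57. The largest rises were those of Cxcl3, a neutrophil attractant with 4 counts over the control libraries and 189 over the compressed libraries, at 5.48 (standard error 0.50, adjusted p = 9.47e-07 from edgeR), and Ccl22, a ligand of Ccr4, which went from 0.579 ± 0.288 CPM (SD, n = 6) in controls to 7.19 ± 1.19 CPM (SD, n = 6) under compression, a log2 fold change of 3.63 (standard error 0.24, adjusted p = 4.26e-08 from edgeR). Ccl6, Ccl7 and Ccl9 had log2 fold changes of 1.20, 1.44 and 0.78, each past the test (standard errors 0.17, 0.19 and 0.12). For the list, camera gave an adjusted p of 2.23e-08 with its preset correlation (adjusted p = 0.130 with an estimated correlation). As to members that were lower, 1 met an unadjusted p under 0.05 in edgeR and 1 was called by DESeq2; without compressed replicate 6, edgeR called 1 lower. In compressed replicate 6 the median of the list lay 0.63 above the other compressed libraries on the log2 scale.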

Relevant significantly upregulated genes include members of the CCL family, including *Ccl2-7, Ccl9*, and *Ccl22* (**Supplementary Table S1**). Downregulated processes were mostly involved in proliferation, an effect observed in macrophages treated with pro-inflammatory stimuli (52). 

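Genes that copy DNA and divide chromosomes fell together. Of 37 DNA replication genes measured, 36 were lower and 0 higher (0 higher and 36 lower when adjusted over the list alone), and of 30 genes of mitosis and chromosome segregation, 30 were lower and 0 higher (0 higher and 30 lower when adjusted over the list alone). Mcm10, which helps to start replication forks, fell from 71.1 ± 1.26 CPM (SD, n = 6) in controls to 26.6 ± 2.53 CPM (SD, n = 6) under compression, a log2 fold change of -1.42 (standard error 0.061, adjusted p = 9.89e-10 from edgeR). Mcm6, a subunit of the replicative helicase, and Rrm2, a subunit of ribonucleotide reductase, had log2 fold changes of -1.29 and -1.25 (standard errors 0.056 and 0.052). Among the mitotic genes, Espl1, which encodes separase, had a log2 fold change of -1.23 (standard error 0.13, adjusted p = 2.52e-06 from edgeR), Knl1, a kinetochore scaffold, one of -1.14 (standard error 0.16, adjusted p = 4.86e-05 from edgeR), and Kif11, a spindle motor, one of -1.14 (standard error 0.092, adjusted p = 2.90e-07 from edgeR). The medians were -0.97 for replication and -0.90 for mitosis, with camera adjusted p-values of 4.38e-23 and 2.78e-16. For higher members of the replication list, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2; for those of the mitosis list, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2.

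**Figure D2:**
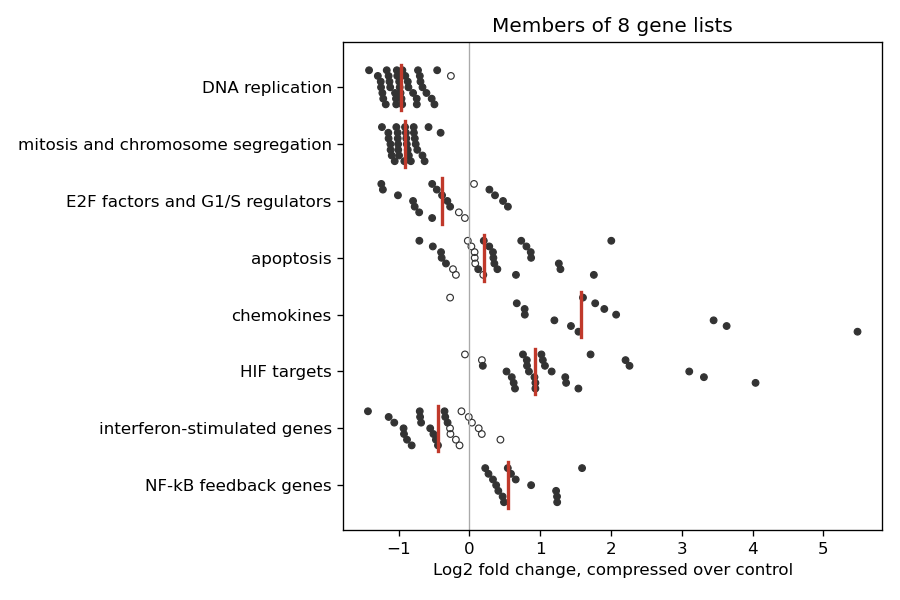
Log2 fold change, compressed over control, of each measured member of 8 gene lists (points; filled where the adjusted p from edgeR was 0.05 or less, open otherwise), with the median of each list as a bar. Members of the replication and mitosis lists lie below 0, and those of the chemokine and HIF target lists mostly above.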

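Genes of E2F transcription factors and of the cyclins and kinases around them, which govern entry into S phase, moved in both directions. Of 19 such genes measured, 12 were lower and 4 higher (4 higher and 12 lower when adjusted over the list alone), with a median log2 fold change of -0.39. The activators E2f1, E2f2 and E2f3 fell by 0.46, 0.53 and 0.31 on the log2 scale. E2f1 went from 61.6 ± 2.21 CPM (SD, n = 6) in controls to 44.8 ± 2.60 CPM (SD, n = 6) under compression (adjusted p = 3.03e-06 from edgeR), and the adjusted p-values of E2f2 and E2f3 were 2.23e-07 and 8.28e-04. Larger decreases were those of the atypical repressors E2f7, at -1.24 (standard error 0.11, adjusted p = 8.62e-07 from edgeR), and E2f8, at -1.22 (standard error 0.12, adjusted p = 2.26e-06 from edgeR). The members that rose were Rb1 (0.54), which encodes the retinoblastoma protein that restrains E2F, Ccnd2 (0.48) and Ccnd3 (0.28), which encode D-type cyclins, and Cdk6 (0.36), a kinase that D-type cyclins bind. Camera gave the list an adjusted p of 6.63e-04.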

Examples of significantly downregulated proliferation-related genes include *E2f1, E2f2*, and *E2f3* (**Supplementary Table S1**) (53). 

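Transcripts of secreted mediators of inflammation rose across families. Of 16 cytokine and growth factor genes measured, 15 were higher and 0 lower (15 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.60. Il1a, which encodes interleukin 1α, rose from 1.81 ± 0.596 CPM (SD, n = 6) in controls to 131 ± 26.9 CPM (SD, n = 6) under compression, a log2 fold change of 6.17 (standard error 0.21, adjusted p = 1.74e-10 from edgeR). The colony-stimulating factor genes Csf3 and Csf2, whose products act on granulocytes and macrophages, had log2 fold changes of 3.31 (standard error 0.18, adjusted p = 6.44e-09 from edgeR) and 3.21 (standard error 0.19, adjusted p = 1.72e-08 from edgeR). Il23a, which encodes a subunit of interleukin 23, had one of 2.78 (standard error 0.13, adjusted p = 1.98e-09 from edgeR). Camera gave the list an adjusted p of 6.68e-12. For lower members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2, and edgeR called 1 without compressed replicate 6, where the median of the list lay 0.33 above the other compressed libraries on the log2 scale.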

The molecular functions that were up- and down-regulated corroborate these results, with increased transcription of cytokine and signaling activity, and decreased DNA-related functions (**Figure 2D**).

**Figure 2:**
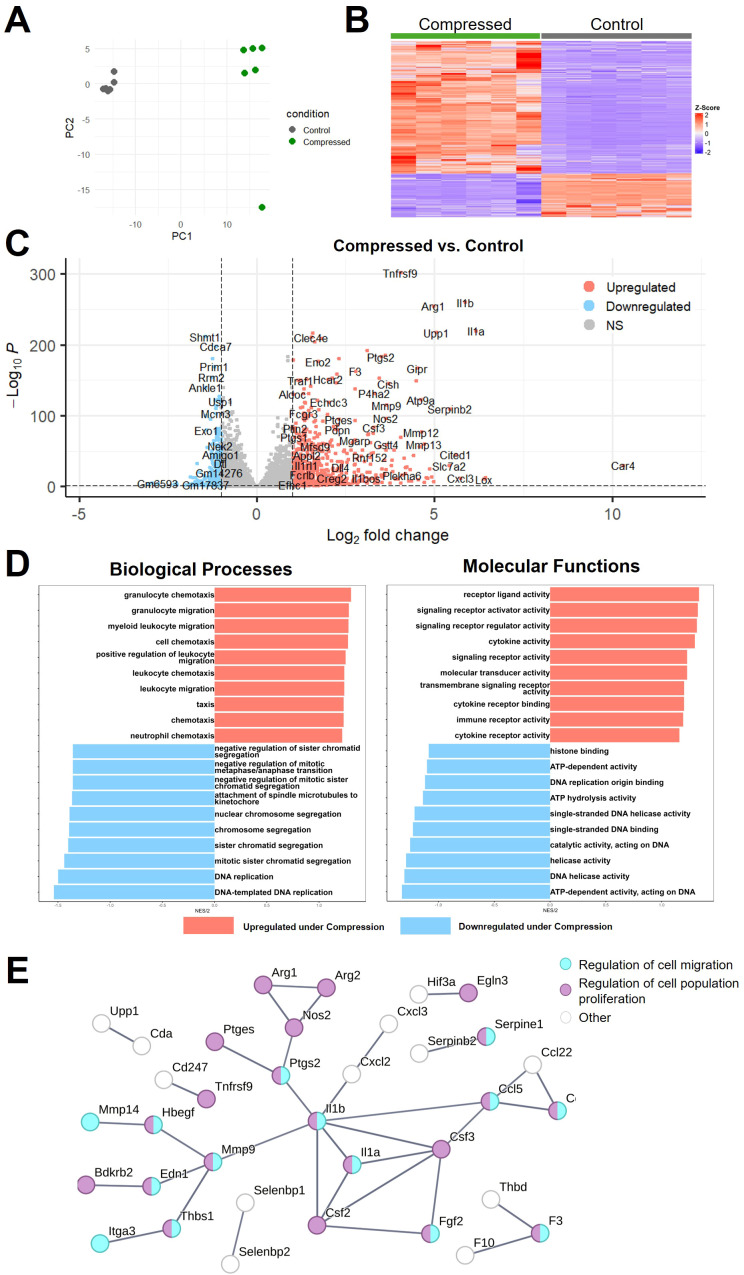
Compression induces changes in gene expression related to migration, proliferation, and IL-1β signaling. **(A)** First and second principal component plots of n=6 control (gray) and compressed (green) macrophage samples. **(B)** Heatmap showing DEGs in compressed versus control samples. **(C)** Volcano plot of the top differentially expressed genes in compressed versus control macrophages, with upregulated genes shown in red, downregulated genes shown in blue, and genes with padj. > 0.05 or absolute value of log_2_(fold change) < 1 shown in grey. **(D)** Gene ontology analysis of the top 10 up- and down-regulated (red and blue, respectively) biological processes and molecular functions in compressed versus control macrophages. **(E)** Protein-protein interaction map showing DEGs with strong interactions, colored based on involvement in regulation of cell migration (cyan) and regulation of cell population (purple).

To visualize the interaction between migration and proliferation-related genes, we generated a protein-protein interaction map (**Figure 2E**). The DEGs involved in migration and proliferation shared many common nodes, with *Il1b* appearing as the most central node. 

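With the fold-change filter that the paper gives for the interaction map, 166 genes passed an adjusted p under 0.05 and an absolute log2 fold change over 2, 166 higher and 0 lower. They included genes drawn in Figure 2E: Cxcl2, a neutrophil chemokine, at 2.07 (standard error 0.12, adjusted p = 1.42e-08 from edgeR), and Thbs1, which encodes thrombospondin 1, at 2.87 (standard error 0.46, adjusted p = 1.73e-04 from edgeR). Above 2, DESeq2 called 326 genes, and edgeR called 344 with no low-count filter and 87 with a mean normalized count over 50. Below -2, 0 genes met edgeR's unadjusted p of 0.05, and DESeq2 called 36. With no low-count filter edgeR called 67, with a mean normalized count over 50 it called 0, and without compressed replicate 6 it called 1. Tested against a fold change of this size rather than filtered on the estimate (glmTreat), the number past 2 in either direction was 77. The interactions themselves come from a database that is not used here.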

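Il1b, which encodes the precursor of interleukin 1β, rose from 5.19 ± 1.37 CPM (SD, n = 6) in controls to 303 ± 56.3 CPM (SD, n = 6) under compression. This is a log2 fold change of 5.87 (standard error 0.19, adjusted p = 1.74e-10 from edgeR's quasi-likelihood test). The lowest compressed library was at 220.4 CPM and the highest control at 7.71 CPM. These are transcript levels, and by Western blot the paper saw no clear difference in IL-1β protein. Among genes of at least 1 CPM in the higher group whose libraries did not overlap between the conditions, leaving out unnamed gene models, Il1b ranked behind Car4 and Il1a in log2 fold change.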

*Il1b* was one of the most highly upregulated genes under compression (**Supplementary Table S2**). TAMs expressing *Il1b* contribute to pathological inflammation, typically expressing inflammatory response genes but failing to generate an effective immune response (54). Increased IL-1β signaling in patients is reported to contribute to GBM growth and stem cell phenotype, and is associated with shorter overall survival (55). 

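Serpinb2, which encodes plasminogen activator inhibitor 2, rose from 0.319 ± 0.183 CPM (SD, n = 6) in controls to 14.0 ± 2.45 CPM (SD, n = 6) under compression, a log2 fold change of 5.43 (standard error 0.24, adjusted p = 1.57e-09 from edgeR). The control level rests on 77 counts over 6 libraries and the compressed level on 2941.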

*Serpinb2* was also significantly increased, and is considered an M2-like TAM marker that is also implicated in chronic infection (56). We validated that *Il1b* and *Serpinb2*, representative pro- and anti-inflammatory genes, were upregulated via PCR (**Supplementary Figure S2**).

### Compression induces enrichment of polarization and function-related genesets

We next performed geneset variation analysis to determine changes in specific pathways of interest, beginning with macrophage polarization. Although dividing macrophage phenotype into M1-like versus M2-like is an oversimplification of the complex macrophage polarization spectrum, we compared our macrophage expression data to published M1 and M2 genesets to obtain a simplified readout of pro- or anti-inflammatory status. We chose genesets that were created as a result of a meta-analysis of murine macrophage polarization experiments, choosing a geneset that was shared between *in vitro* and *in vivo* M1 and M2 polarized macrophages (57). 

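Markers of both polarization states rose. Of 13 M1 markers measured, 12 were higher and 0 lower (12 higher and 1 lower when adjusted over the list alone), and of 12 M2 markers, 10 were higher and 0 lower (10 higher and 0 lower when adjusted over the list alone). Their median log2 fold changes were 1.76 and 1.32, with camera adjusted p-values of 1.40e-08 and 1.50e-06. Among the M1 markers, Socs3, a feedback inhibitor of cytokine signaling, had a log2 fold change of 1.76 (standard error 0.090, adjusted p = 4.37e-09 from edgeR). Among the M2 markers, Mrc1, which encodes the mannose receptor, rose by 2.02 (standard error 0.16), and Clec10a, a lectin receptor gene, by 1.57. Il12b, Cxcl9 and Marco of the M1 list and Retnla, Chil3 and Il10 of the M2 list were below the count filter. Of the published M2-Like set, 4 of 7 genes were measured, of which 2 rose and 0 fell. Its enrichment score per library, computed by a gene set variation method, had a mean of -0.37 in controls and 0.20 under compression (SD 0.18 and 0.24, n = 6 each; exact permutation test, adjusted p = 0.00346 over 8 sets). By camera its adjusted p was 0.226 (adjusted p = 0.282 with an estimated correlation), and without the member of largest change its score no longer passed the permutation test (difference 0.39, adjusted p = 0.0816). Of the M1-Like set, the first 48 genes in Supplementary Table S1 are used here, and no set test was run: 22 of 42 measured genes were higher and 6 lower (22 higher and 6 lower when adjusted over the list alone). The members that fell, Igtp (-0.94), Ifi35 (-0.56), Ifit2 (-0.51), Ddx60 (-0.39), Eif2ak2 (-0.34) and Dusp2 (-0.46), include interferon-inducible genes. For lower members of the M1 markers, 1 met an unadjusted p under 0.05 in edgeR and 1 was called by DESeq2; for those of the M2 markers, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. Without compressed replicate 6, edgeR called 1 lower M1 marker, and without compressed replicate 3 it called 1 lower M2 marker.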

Compressed macrophages had significant enrichment of both M1-like and M2-like signatures compared to uncompressed controls (**Figure 3A**). 

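Ptgs2, which encodes the inducible cyclooxygenase 2 of prostaglandin synthesis, rose from 179 ± 13.2 CPM (SD, n = 6) in controls to 2037 ± 379 CPM (SD, n = 6) under compression, a log2 fold change of 3.51 (standard error 0.12, adjusted p = 1.74e-10 from edgeR). Jun, a subunit of the AP-1 transcription factor, rose by less, from 75.2 ± 5.68 CPM (SD, n = 6) in controls to 90.8 ± 4.79 CPM (SD, n = 6) under compression, a log2 fold change of 0.27 (standard error 0.058, adjusted p = 0.00157 from edgeR). Jun and Dhrs3, which encodes a retinaldehyde reductase (log2 fold change 0.71, standard error 0.061, adjusted p = 5.27e-07 from edgeR), were the 2 genes of the M2-Like set that passed the test.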

Upregulated genes in the M1-like geneset included *Ptgs2*, and M2-related genes included *Jun*, (**Supplementary Table S2**). Other upregulated canonical M1-like polarization markers include *Nos2*, *Il1a* and *Il23a.* Upregulated M2-like markers include *Arg1* and *Tgfb1.*

**Figure 3:**
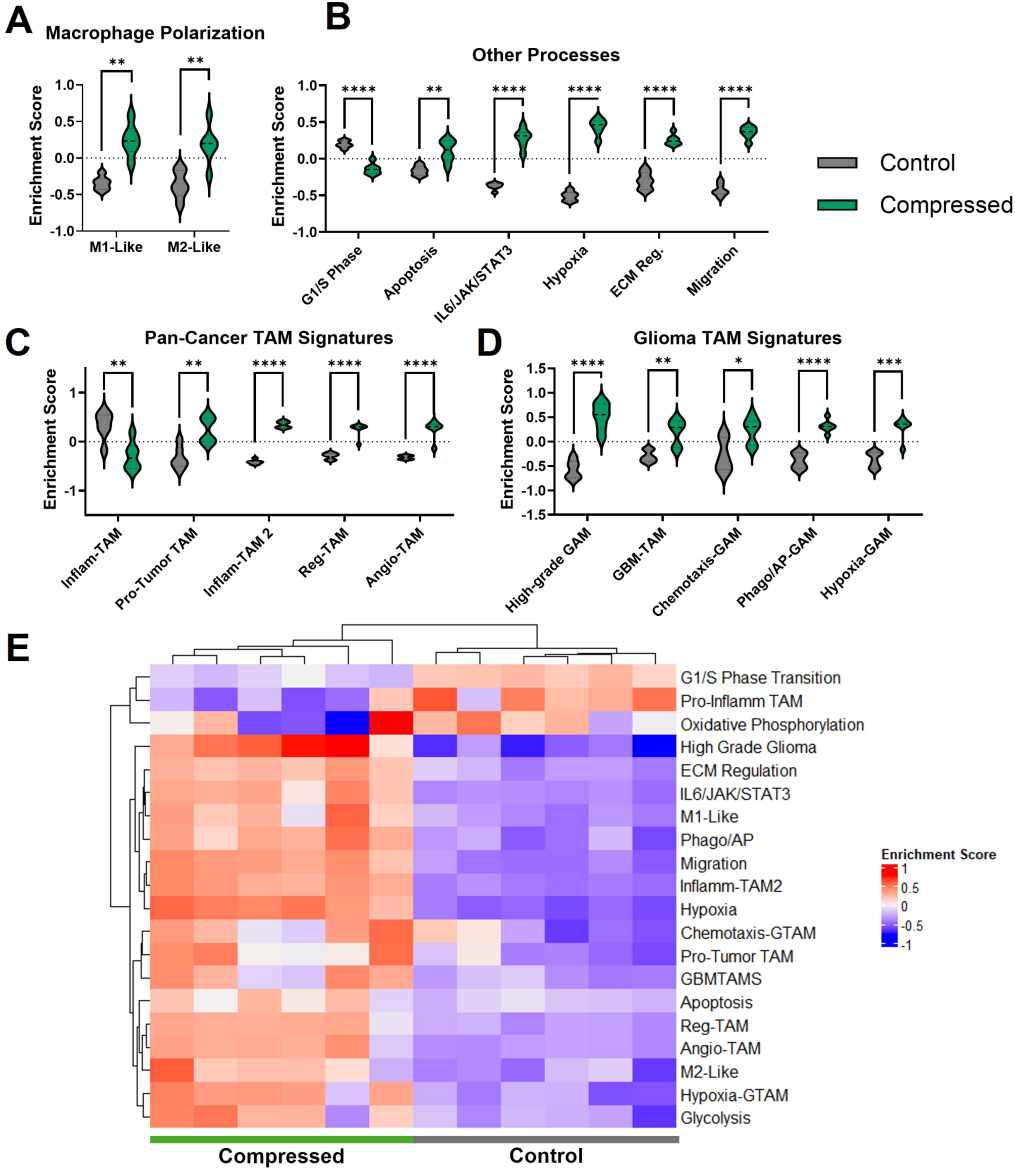
Geneset enrichment analysis reveals enrichment of polarization, functional, and TAM-associated genesets. Enrichment analyses of compressed versus control macrophages for M1-like and M2-like gene sets from literature **(A)**, other biologically relevant pathways from the GSEA online public database **(B)**, tumor-associated macrophage signatures from literature **(C)**, and glioma-specific tumor associated macrophage signatures from literature **(D)**. **(E)** Heatmap of enrichment scores for the gene sets shown above. Asterisks indicate statistical significance based on the p-values adjusted for multiple comparisons (*p adj≤ 0.05, **padj ≤ 0.01, ***padj ≤ 0.001, ****padj ≤ 0.0001).

We conducted analyses on pathways associated with G1-S phase transition, apoptosis, IL-6/JAK/STAT signaling, hypoxia response, ECM regulation, and migration (**Figure 3B**). 

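Members of the published set of the G1/S transition moved in both directions. Of the G1/S set, the first 48 genes are used here, and no set test was run; of 42 measured, 13 were lower and 9 higher (9 higher and 15 lower when adjusted over the list alone). Ccne2, which encodes an E-type cyclin, had a log2 fold change of -0.80 (standard error 0.078, adjusted p = 1.93e-06 from edgeR), and Ccna2, which encodes cyclin A2, one of -0.90 (standard error 0.059, adjusted p = 3.92e-08 from edgeR). Higher members included Appl2 (1.43), an endosomal adaptor gene, and Aif1 (1.07), a marker gene of macrophages and microglia.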

There was a significant reduction in G1/S phase enrichment with compression, suggesting reduced proliferation. G2, M2M, and general cell cycle genes were also downregulated with compression (data not shown). There was a concurrent modest upregulation of the apoptosis pathway. 

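Genes of cell death and of survival rose side by side. Of 29 apoptosis genes measured, 16 were higher and 5 lower (16 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of 0.20. The largest rise was that of Fas, the death receptor gene, at 2.01 (standard error 0.083, adjusted p = 7.50e-10 from edgeR), followed by Bcl2a1a, an antiapoptotic Bcl-2 relative, at 1.76 (standard error 0.20, adjusted p = 8.26e-06 from edgeR), whose near-identical copies Bcl2a1b and Bcl2a1d can share its reads. Members that fell included Bid (-0.71), Bak1 (-0.40) and Fadd (-0.33), which promote cell death. Camera gave the list an adjusted p of 0.0197. Without compressed replicate 6, 19 members were higher and 8 lower. Of the first 48 genes of the published apoptosis set, 18 of 42 measured were higher and 12 lower (18 higher and 12 lower when adjusted over the list alone); no set test was run on this part.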

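More genes of JAK/STAT signaling rose than fell, and those of interleukin 6 and its receptor went opposite ways. Of 20 genes of JAK/STAT3 signaling and feedback measured, 12 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.76. Cish, a feedback inhibitor induced by STAT5, had a log2 fold change of 3.71 (standard error 0.14, adjusted p = 3.68e-10 from edgeR), and Lif, a cytokine of the interleukin 6 family, one of 3.62 (standard error 0.12, adjusted p = 1.74e-10 from edgeR). Il6 rose from 0.469 ± 0.126 CPM (SD, n = 6) in controls to 1.56 ± 0.306 CPM (SD, n = 6) under compression, a log2 fold change of 1.73 (standard error 0.19, adjusted p = 4.32e-06 from edgeR). Stat3 was at 0.20 (standard error 0.090, adjusted p = 0.0917 from edgeR) and passed the test without compressed replicate 6 (adjusted p = 1.06e-06 from edgeR). The member that fell was Il6ra, the receptor gene of interleukin 6, at -0.53 (standard error 0.078, adjusted p = 8.24e-05 from edgeR). For the list, camera gave an adjusted p of 3.32e-05 (adjusted p = 0.0747 with an estimated correlation). Its median in compressed replicate 6 lay 0.36 below the other compressed libraries on the log2 scale, and without that library 16 members were higher and 2 lower. Of the first 48 genes of the published IL6/JAK/STAT3 set, 23 of 36 measured were higher and 1 lower (24 higher and 2 lower when adjusted over the list alone), with no set test on this part.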

We also found upregulation of the IL6/JAK/STAT signaling pathway, which is important in regulating macrophage inflammatory response and implicated in cancer immunity dysfunction (58). We observed an upregulation of ECM-modulating genes, also consistent with a migratory phenotype. This included upregulation of *Mmp9, Mmp12, Mmp13, and Mmp14* (**Supplementary Table S2**)*. 

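Genes that degrade or remodel the extracellular matrix rose. Of 15 matrix proteases and matrix modifiers measured, 14 were higher and 0 lower (14 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.62 and a camera adjusted p of 1.47e-10. Besides the metalloproteinases, Timp1, which encodes an inhibitor of them, had a log2 fold change of 1.62 (standard error 0.27, adjusted p = 2.28e-04 from edgeR). Adamts1, which encodes a protease of proteoglycans, had one of 0.93 (standard error 0.15, adjusted p = 2.23e-04 from edgeR). Among members tested as lower, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. Of the first 48 genes of the published ECM set, mostly the Adam and Adamts families, 14 were measured, 5 of them higher and 1 lower (5 higher and 1 lower when adjusted over the list alone), and their median lay 0.50 below the other compressed libraries in compressed replicate 6; no set test was run on this part.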

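Mmp9, which encodes gelatinase B, rose from 17.1 ± 2.16 CPM (SD, n = 6) in controls to 216 ± 59.2 CPM (SD, n = 6) under compression, a log2 fold change of 3.65 (standard error 0.16, adjusted p = 1.57e-09 from edgeR). Mmp12, the macrophage elastase gene, rose from 0.251 ± 0.0913 CPM (SD, n = 6) in controls to 6.32 ± 1.36 CPM (SD, n = 6) under compression, a log2 fold change of 4.63 (standard error 0.21, adjusted p = 1.78e-09 from edgeR). The collagenase gene Mmp13 had a log2 fold change of 4.70 (standard error 0.22, adjusted p = 1.98e-09 from edgeR), and Mmp14, which encodes a membrane-anchored metalloproteinase, one of 4.50 (standard error 0.17, adjusted p = 3.19e-10 from edgeR). In controls, Mmp12 and Mmp13 rested on 60 and 43 counts over 6 libraries. Mmp2, Mmp3, Mmp8 and Mmp10 were below the count filter. For MMP9 protein, the paper's Western blots gave no clear difference.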

Mmp9* appeared as a prominent hub in the protein-protein interaction map (**Figure 2E**). 

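Targets of hypoxia-inducible factors rose. Of 27 HIF targets measured, 25 were higher and 0 lower (25 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.93 and a camera adjusted p of 2.78e-16. Egln3, which encodes a prolyl hydroxylase that marks HIF for degradation, had a log2 fold change of 4.04 (standard error 0.19, adjusted p = 2.52e-09 from edgeR), P4ha2, a collagen prolyl hydroxylase gene, one of 3.31 (standard error 0.14, adjusted p = 8.31e-10 from edgeR), and Selenbp1, which encodes a selenium-binding protein, one of 3.11 (standard error 0.11, adjusted p = 1.74e-10 from edgeR). Slc2a1, the glucose transporter gene, rose by 1.16 (standard error 0.048). Hif1a, which encodes HIF-1α, a factor set mainly by the stability of the protein, had a log2 fold change of 0.25 (standard error 0.094, adjusted p = 0.0396 from edgeR). It no longer passed without any 1 of the 12 libraries other than compressed replicate 6 (adjusted p from 0.0636 to 0.0852 from edgeR). Counting lower members alone, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. Of the first 48 genes of the published hypoxia set, 24 of 30 measured were higher and 1 lower (24 higher and 1 lower when adjusted over the list alone); the member that fell was Angptl4, a lipase inhibitor gene (log2 fold change -0.49, standard error 0.076, adjusted p = 1.20e-04 from edgeR). No set test was run on this part.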

There was also an upregulation in hypoxia response genes. It is unclear whether this is in response to hypoxic oxygen levels, or due to mechanically-induced HIF-1α activation as observed in other mechanical settings (59–61). 

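Of the first 48 genes of the published migration set, 22 of 35 measured were higher and 5 lower (22 higher and 5 lower when adjusted over the list alone); no set test was run on this part. Higher members included Gpr35, a receptor gene of chemotaxis, at 2.12 (standard error 0.11, adjusted p = 3.80e-09 from edgeR). Members that fell included Nup85 (-0.94), a nuclear pore gene, B4galt1 (-0.43) and Mdk (-0.40), which encodes midkine.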

We also observed a significant increase in migration-associated genes. Among these were monocyte chemoattractants such as *Ccl2* and *Ccl5* (**Supplementary Table S2**).

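Ccl2, which encodes the monocyte chemoattractant protein 1, rose from 189.8 ± 16.9 CPM (SD, n = 6) in controls to 577 ± 191 CPM (SD, n = 6) under compression, a log2 fold change of 1.60 (standard error 0.17, adjusted p = 3.53e-06 from edgeR). Ccl5, a chemoattractant of monocytes and T cells, rose from 7.47 ± 0.484 CPM (SD, n = 6) in controls to 81.7 ± 16.6 CPM (SD, n = 6) under compression, a log2 fold change of 3.45 (standard error 0.13, adjusted p = 3.68e-10 from edgeR).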

### Compression induces enrichment of genesets associated with pan-cancer TAMs and glioma TAMs

Because the simultaneous upregulation of both M1-associated and M2-associated genes has been observed in tumor-associated macrophages (62), we next tested our expression data against a set of tumor-associated macrophage signatures. First, we compared signatures associated with pro-inflammatory TAMs and pro-tumor TAMs, identified in a pan-cancer analysis of nine different cancer types (esophageal cancer, lung cancer, hepatocellular carcinoma, renal carcinoma, pancreatic cancer, thyroid carcinoma, breast cancer, stomach adenocarcinoma, and colorectal cancer) (63). The pro-inflammatory TAM (Inflam-TAM) signature is reported to be associated with better response to immunotherapy, though both the pro-tumor and pro-inflammatory genesets are reported to be associated with worse prognosis when upregulated in a range of different tumors (63). 

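Guanylate-binding, Mx and Ifit genes, which interferons induce, lead the members of the Inflam-TAM set that fell. Of 21 genes of the set measured, 10 were lower and 1 higher (1 higher and 10 lower when adjusted over the list alone). The antiviral gene Ifit3b had a log2 fold change of -1.46 (standard error 0.14, adjusted p = 1.60e-06 from edgeR); it is a near-identical copy of Ifit3 (-0.81), and the pair can share reads. Mx1, which encodes an antiviral GTPase, fell from 1.42 ± 0.155 CPM (SD, n = 6) in controls to 0.527 ± 0.124 CPM (SD, n = 6) under compression, a log2 fold change of -1.43 (standard error 0.16, adjusted p = 4.76e-06 from edgeR). The member that rose was Tnfsf13b, which encodes the B cell survival factor BAFF, at 0.57 (standard error 0.093, adjusted p = 1.92e-04 from edgeR). The enrichment score of the set had a mean of 0.36 (SD 0.24, n = 6) in controls and -0.29 (SD 0.28, n = 6) under compression (exact permutation test, adjusted p = 0.00577). By camera its adjusted p was 0.0149 (adjusted p = 0.172 with an estimated correlation). Compressed replicate 6 had a score of 0.22, within the range of the controls, which ran from -0.043 to 0.63; the other compressed libraries were all below 0, down to -0.57.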

We found that the Inflam-TAM signature was significantly decreased in compressed macrophages (**Figure 3C**). This signature includes *Gbp3* and *Gbp7*. These guanylate-binding proteins are associated with amplifying the innate inflammatory response against pathogens (64). 

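Gbp3 fell from 5.20 ± 0.509 CPM (SD, n = 6) in controls to 2.83 ± 0.379 CPM (SD, n = 6) under compression, a log2 fold change of -0.88 (standard error 0.10, adjusted p = 6.99e-06 from edgeR), and Gbp7 fell by less, with a log2 fold change of -0.35 (standard error 0.10, adjusted p = 0.0134 from edgeR). These genes belong to a family of similar sequence, and reads shared between its members can be counted for either.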

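Of 22 genes of the pro-tumor set measured, 14 were higher and 2 lower (14 higher and 2 lower when adjusted over the list alone). Besides metalloproteinases, Rgcc, a regulator of the cell cycle, had a log2 fold change of 2.58 (standard error 0.20, adjusted p = 1.70e-07 from edgeR), Anxa2, which encodes the plasminogen receptor subunit annexin A2, one of 1.37 (standard error 0.067, adjusted p = 3.13e-09 from edgeR), and Vim, which encodes vimentin, one of 0.98 (standard error 0.053, adjusted p = 6.92e-09 from edgeR). The members that fell were Apoe, which encodes apolipoprotein E, at -0.64 (standard error 0.11, adjusted p = 3.73e-04 from edgeR), and Gpnmb, a membrane glycoprotein gene of foamy macrophages, at -0.29 (standard error 0.064, adjusted p = 0.00223 from edgeR). The enrichment score of the set had a mean of -0.31 (SD 0.24, n = 6) in controls and 0.24 (SD 0.27, n = 6) under compression (exact permutation test, adjusted p = 0.00989). By camera its adjusted p was 1.16e-04 (adjusted p = 0.200 with an estimated correlation). With replicate numbers taken as pairs, its score no longer passed (exact sign-flip test over 6 pairs, adjusted p = 0.0714). That test has few sign patterns, and libraries of the same number showed no pairing (correlations -0.12 to 0.040). It therefore cannot decide how firm the score is. The score of compressed replicate 6, 0.53, was the highest of all libraries, and the median of the members lay 0.41 above the other compressed libraries there on the log2 scale.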

The pro-tumor signature, in contrast, was significantly upregulated (**Figure 3C**). This genesets includes MMP9, which is reported to promote cancer cell invasion, angiogenesis and disease progression in solid tumors (65).

We then obtained TAM subset gene signatures from a second pan-cancer analysis of 17 tumor types defining inflammatory phenotype macrophages (Inflam-TAM 2), macrophages with an immune-regulatory phenotype (Reg-TAM), and macrophages associated with angiogenesis (Angio-TAM) (66). The upregulated genes from all three of these signatures were significantly upregulated in macrophages under compression (**Figure 3C**). 

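Of each of these sets, the first 46 to 47 genes are used here, and no set test was run; in each, more of the measured genes rose than fell. In the Reg-TAM set, 20 of 42 measured were higher and 4 lower (20 higher and 4 lower when adjusted over the list alone), led by the heparan sulfate proteoglycan gene Sdc3 at 1.49 (standard error 0.11, adjusted p = 1.09e-07 from edgeR) and Tcn2, which encodes a carrier of vitamin B12, at 1.43 (standard error 0.071, adjusted p = 3.39e-09 from edgeR). In the Angio-TAM set, 26 of 44 were higher and 10 lower (27 higher and 10 lower when adjusted over the list alone), with Thbd, the thrombomodulin gene, at 2.65 (standard error 0.15, adjusted p = 1.00e-08 from edgeR) and Tnfrsf1b, a receptor gene of TNF, at 1.76 (standard error 0.10, adjusted p = 1.06e-08 from edgeR). Zfp36l2, an RNA-binding protein gene, had the largest decrease, at -0.62 (standard error 0.059, adjusted p = 1.34e-06 from edgeR). In the Inflam-TAM 2 set, 26 of 40 were higher and 7 lower (26 higher and 7 lower when adjusted over the list alone), with the proteoglycan gene Srgn at 1.65 (standard error 0.14, adjusted p = 3.99e-07 from edgeR); the largest decrease was that of Serpinb9, which encodes an inhibitor of granzyme B, at -0.96 (standard error 0.063, adjusted p = 3.72e-08 from edgeR).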

The Inflam-TAM 2 geneset features a range of cytokines that we found to be individually upregulated under compression, including *Il1b, Tnf, Ccl3*, and *Ccl4*. It should be noted that the Inflam-TAM 2 geneset, while labelled inflammatory in the source publication, has similarities to the typical immunosuppressive and tumor-promoting TAM phenotype, such as *Il10ra* (67). 

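Tnf, which encodes tumor necrosis factor, rose from 422 ± 26.4 CPM (SD, n = 6) in controls to 977 ± 151 CPM (SD, n = 6) under compression, a log2 fold change of 1.21 (standard error 0.091, adjusted p = 1.40e-07 from edgeR). Ccl3 and Ccl4, which encode the macrophage inflammatory proteins 1α and 1β, rose from 783 and 278 CPM to 2687 and 810.0 CPM (SD under compression 565 and 271, n = 6). Their log2 fold changes were 1.78 (standard error 0.11, adjusted p = 3.06e-08 from edgeR) and 1.54 (standard error 0.16, adjusted p = 3.95e-06 from edgeR).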

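Il10ra, which encodes the ligand-binding chain of the interleukin 10 receptor, rose from 22.9 ± 1.25 CPM (SD, n = 6) in controls to 60.9 ± 4.46 CPM (SD, n = 6) under compression, a log2 fold change of 1.41 (standard error 0.058, adjusted p = 7.27e-10 from edgeR). The gene of its ligand, Il10, was below the count filter.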

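Lgals3, which encodes galectin 3, rose from 592 ± 14.3 CPM (SD, n = 6) in controls to 1066 ± 214 CPM (SD, n = 6) under compression, a log2 fold change of 0.85 (standard error 0.10, adjusted p = 1.20e-05 from edgeR). The compressed libraries ran from 955 to 1501 CPM and the controls from 569 to 605 CPM.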

The Reg-TAM geneset contained genes including *Lgals3*, which promotes the more aggressive mesenchymal-like state in GBM (68). 

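Vegfa, the main growth factor gene of blood vessels, rose from 93.0 ± 6.10 CPM (SD, n = 6) in controls to 239.8 ± 12.2 CPM (SD, n = 6) under compression, a log2 fold change of 1.37 (standard error 0.055, adjusted p = 6.63e-10 from edgeR). Of 13 angiogenic factors measured, 9 were higher and 2 lower (9 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 1.37. Larger rises included those of Pgf, which encodes placental growth factor, at 3.79 (standard error 0.28, adjusted p = 1.11e-07 from edgeR), and Edn1, the endothelin 1 gene, at 3.15 (standard error 0.17, adjusted p = 6.92e-09 from edgeR). They also included those of Thbs1 at 2.87 and F3, which encodes tissue factor, at 2.79 (standard error 0.089, adjusted p = 1.74e-10 from edgeR). Besides Angptl4, the member that fell was Vegfb, a growth factor gene related to Vegfa (log2 fold change -0.26, standard error 0.088, adjusted p = 0.0280 from edgeR), which no longer passed without control replicate 4 or 5 or without compressed replicate 1, 2, 3, 4 or 5 (adjusted p from 0.0533 to 0.0625 from edgeR). For the list, camera gave an adjusted p of 3.43e-04 (adjusted p = 0.0554 with an estimated correlation).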

The Angio-TAM geneset includes genes associated with angiogenesis in cancer, such as *Vegfa*. Inhibition of VEGF, when combined with Ang-2 inhibition, reprograms the immunosuppressive GBM microenvironment and extends survival in animal models (10, 69).

We next explored published genesets for glioma TAMs (GAMs), finding that compression caused significant enrichment of genesets reported to describe several GAM subtypes (**Figure 3D**). Genes associated with macrophages found in the high-grade glioma environment (high-grade GAMs) were enriched upon compression (**Figure 3D**) (70). This includes *Emilin2* and *Gda*. 

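Of the 4 genes of the high-grade GAM set, 2 were measured, and both rose. Gda, which encodes guanine deaminase, rose from 8.48 ± 0.616 CPM (SD, n = 6) in controls to 23.8 ± 5.54 CPM (SD, n = 6) under compression, a log2 fold change of 1.49 (standard error 0.14, adjusted p = 9.75e-07 from edgeR). Emilin2, which encodes a matrix glycoprotein, rose from 472 ± 11.8 CPM (SD, n = 6) in controls to 633 ± 90.5 CPM (SD, n = 6) under compression, a log2 fold change of 0.42 (standard error 0.087, adjusted p = 0.00123 from edgeR). In enrichment score, this pair had a mean of -0.51 (SD 0.19, n = 6) in controls and 0.46 (SD 0.38, n = 6) under compression (exact permutation test, adjusted p = 0.00346). By camera the adjusted p was 0.0523 (adjusted p = 0.209 with an estimated correlation). Compressed replicate 6 had a score of -0.22 and lay 0.62 below the other compressed libraries in the median of the pair on the log2 scale.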

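Of 12 genes of the GBM-TAM set measured, 9 were higher and 2 lower (9 higher and 2 lower when adjusted over the list alone). Beyond the cytokine, chemokine and protease genes of the set, Spp1, which encodes osteopontin, had a log2 fold change of 0.88 (standard error 0.084, adjusted p = 1.51e-06 from edgeR). Besides Gpnmb, the member that fell was the interferon-inducible gene Ifi44, at -0.68 (standard error 0.060, adjusted p = 6.28e-07 from edgeR). Another 13 of its 25 genes were not measured, among them Vcam1 and Cxcl9. The enrichment score of the set had a mean of -0.34 (SD 0.11, n = 6) in controls and 0.26 (SD 0.18, n = 6) under compression (exact permutation test, adjusted p = 0.00346), and camera gave an adjusted p of 8.77e-05.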

We also analyzed a geneset associated with macrophages in GBM-bearing mice (GBM-TAMs) compared to healthy controls, finding that it was significantly upregulated in compressed macrophages (71). These genes included *Il1b*, highly upregulated under compression as mentioned above, as well as *Ccl5* and *Ptgs2*. Finally, we used the murine orthologs of genesets describing three different GAM subtypes based on analysis of several human gliomas (72). 

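Of 4 genes of the Chemotaxis-GAM set measured, 3 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone). Rgs16, a regulator of G protein signaling, had a log2 fold change of 0.91 (standard error 0.062, adjusted p = 5.52e-08 from edgeR), and Fscn1, which encodes the actin-bundling protein fascin, fell with one of -0.48 (standard error 0.094, adjusted p = 9.03e-04 from edgeR). The enrichment score of this set had a mean of -0.26 (SD 0.33, n = 6) in controls and 0.21 (SD 0.28, n = 6) under compression (exact permutation test, adjusted p = 0.0303), with overlap between the groups. By camera its adjusted p was 0.158 (adjusted p = 0.309 with an estimated correlation), and its score no longer passed the permutation test without compressed replicate 1, 2 or 5 (adjusted p = 0.0563, 0.0628 and 0.0671) or without the member of largest change (adjusted p = 0.214). Nor did the score pass with replicate numbers taken as pairs (exact sign-flip test over 6 pairs, adjusted p = 0.0938), a test with few sign patterns of a pairing that the libraries did not show. In compressed replicate 6 the median of the members lay 0.32 above the other compressed libraries on the log2 scale. Of 9 genes of the Phago/AP-GAM set measured, 7 rose and 1 fell (7 higher and 1 lower when adjusted over the list alone). Cd74, the invariant chain gene of MHC class II, had a log2 fold change of 1.51 (standard error 0.080, adjusted p = 5.66e-09 from edgeR), and Cd69, an activation marker gene of leukocytes, one of 1.00 (standard error 0.26, adjusted p = 0.00655 from edgeR). The member that fell was the chaperone gene Bag3 (-0.28). The enrichment score of the set had a mean of -0.37 (SD 0.16, n = 6) in controls and 0.30 (SD 0.11, n = 6) under compression (exact permutation test, adjusted p = 0.00346), and camera gave an adjusted p of 0.00469.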

Compressed macrophages had significant enrichment of GAM-specific signatures relating to chemotaxis (Chemotaxis-GAM) and phagocytosis/antigen presentation (Phago/AP-GAM) (**Figure 3D**). Compressed macrophages were also enriched in a GAM signature related to hypoxia response (Hypoxia-GAM), with upregulation of hypoxia-related genes *Adm* and *Bnip3.* Patients with a higher proportion of these Hypoxia-GAMs are reported to have reduced overall survival, and patients with increased *Adm* expression had poorer response to chemotherapy, suggesting a tumor-supportive role (72). 

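Adm, which encodes the vasodilator adrenomedullin, rose from 27.4 ± 2.77 CPM (SD, n = 6) in controls to 89.8 ± 10.9 CPM (SD, n = 6) under compression, a log2 fold change of 1.71 (standard error 0.090, adjusted p = 5.60e-09 from edgeR). Bnip3, which encodes a mitochondrial receptor of autophagy, rose from 205 ± 14.2 CPM (SD, n = 6) in controls to 525 ± 83.2 CPM (SD, n = 6) under compression, a log2 fold change of 1.35 (standard error 0.094, adjusted p = 6.93e-08 from edgeR). Neither is among the 19 genes listed for the Hypoxia-GAM set in Supplementary Table S1. Of 17 genes of the set measured, 12 were higher and 2 lower (12 higher and 2 lower when adjusted over the list alone), with the lipid droplet gene Hilpda at 2.21 (standard error 0.11, adjusted p = 4.37e-09 from edgeR) and Ndrg1, a gene of stress response, at 1.54 (standard error 0.064, adjusted p = 7.87e-10 from edgeR). Scd4, which encodes a stearoyl-CoA desaturase, was among the members that fell, at -0.84 (standard error 0.21, adjusted p = 0.00467 from edgeR). The enrichment score of the set had a mean of -0.40 (SD 0.14, n = 6) in controls and 0.32 (SD 0.24, n = 6) under compression (exact permutation test, adjusted p = 0.00346). By camera its adjusted p was 4.32e-05 (adjusted p = 0.0648 with an estimated correlation). The score of compressed replicate 5, -0.14, was the lowest of the compressed libraries.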

A heatmap of the enrichment scores for each pathway demonstrates a clear visual delineation of compressed versus uncompressed conditions (**Figure 3E**). 

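Of the 8 published sets held whole, 7 had a higher mean score under compression and 1, Inflam-TAM, a lower one. The scores of all compressed libraries lay above those of all controls for the M2-Like, GBM-TAM, Hypoxia-GAM, Phago/AP-GAM and High-grade GAM sets. The ranges of the groups overlapped for the Inflam-TAM, Pro-Tumor TAM and Chemotaxis-GAM sets: the highest control score of the Pro-Tumor TAM set was 0.071 and that of the Chemotaxis-GAM set 0.19, against lowest compressed scores of -0.050 and -0.17. With 6 libraries against 6, chance puts the groups wholly apart in 0.216% of sets.

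**Figure D3:**
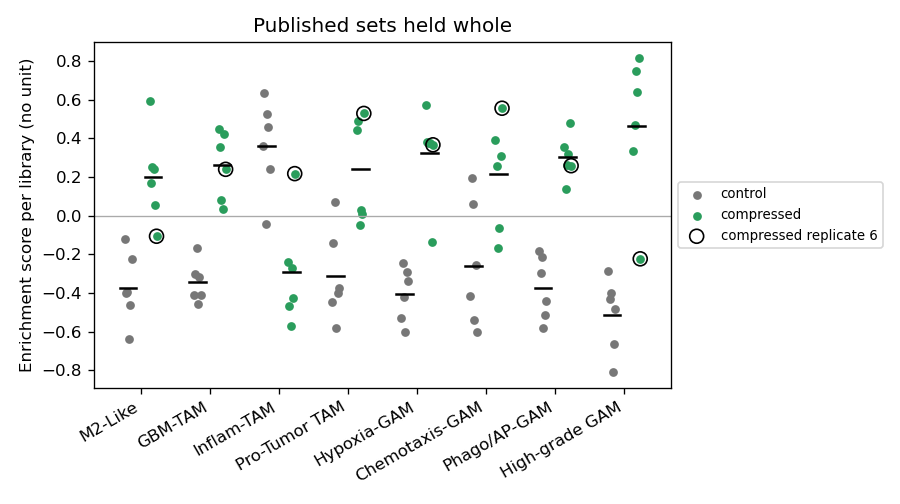
Enrichment score of each library for the 8 published sets held whole, 1 point per library (gray, control; green, compressed; a ring marks compressed replicate 6), with the mean of each group as a bar. Scores have no unit. The compressed libraries lie above the controls in 5 sets.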

The degree of overlap between the genesets is illustrated in **Supplementary Figure S3**. 

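Among the 8 sets held whole, 23 of 28 pairs shared no gene. The Pro-Tumor TAM set shared Gpnmb and Spp1 with the GBM-TAM set and the enolase genes Eno1 and Eno1b with the Hypoxia-GAM set, the largest overlaps, at Jaccard indices of 0.0425 and 0.0488. Spp1, a gene of macrophage migration and adhesion, was also shared by the Chemotaxis-GAM set with both the GBM-TAM and the Pro-Tumor TAM sets. The other sets are used here only in part, and their overlap was not computed.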

Most gene sets had relatively few overlapping genes, with the Inflam-TAM 2, Angio-TAM, and Reg-TAM, genesets showing the most overlap.

### Compression induces conserved polarization changes under varying magnitudes and duration of solid stress and exposure to hypoxia

We next obtained relative expression estimates of specific genes of interest from the sequencing data (**Figure 4A**). 

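Nos2, which encodes the inducible nitric oxide synthase, rose from 29.9 ± 5.38 CPM (SD, n = 6) in controls to 371 ± 85.2 CPM (SD, n = 6) under compression, a log2 fold change of 3.63 (standard error 0.18, adjusted p = 2.98e-09 from edgeR). Of 13 genes of arginine and polyamine metabolism measured, 8 were higher and 4 lower (8 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0157, and 0.128 without compressed replicate 6). Slc7a2, a transporter gene of arginine, rose from 0.0545 ± 0.0443 CPM (SD, n = 6) in controls to 2.32 ± 0.706 CPM (SD, n = 6) under compression, a log2 fold change of 5.33 (standard error 0.37, adjusted p = 6.03e-08 from edgeR). Members that fell included Srm (-0.64), which encodes spermidine synthase, Gatm (-0.32) and Oat (-0.29). Tgfb1, which encodes transforming growth factor β1 and is also shown in Figure 4A, had a log2 fold change of 0.31 (standard error 0.053, adjusted p = 2.61e-04 from edgeR).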

*Arg1* and *Nos2* (canonical markers of pro- and anti-inflammatory polarization, respectively) were both significantly upregulated. *Cd274* (encoding PD-L1), *Cd47*, and *Sirpa*, all implicated in tumor immune escape (73, 74), were also all significantly upregulated. However, both *Casp3* and *Mki67* were downregulated.

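Cd274 rose from 8.09 ± 0.985 CPM (SD, n = 6) in controls to 25.3 ± 4.09 CPM (SD, n = 6) under compression, a log2 fold change of 1.64 (standard error 0.11, adjusted p = 7.07e-08 from edgeR). Cd47, which encodes a signal against phagocytosis, rose from 102 ± 2.91 CPM (SD, n = 6) in controls to 180.5 ± 36.8 CPM (SD, n = 6) under compression, a log2 fold change of 0.82 (standard error 0.10, adjusted p = 1.94e-05 from edgeR), and Sirpa, which encodes its receptor on macrophages, had a log2 fold change of 0.38 (standard error 0.059, adjusted p = 1.41e-04 from edgeR). Of 10 immune checkpoint and escape genes measured, 9 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 5.98e-05). The largest rises were those of Entpd1 and Nt5e, whose products turn extracellular ATP into adenosine, at 2.15 (standard error 0.21, adjusted p = 1.44e-06 from edgeR) and 1.70 (standard error 0.15, adjusted p = 7.88e-07 from edgeR). The member that fell was Lgals9, which encodes galectin 9 (log2 fold change -0.21, standard error 0.067, adjusted p = 0.0201 from edgeR). Ido1 and Pdcd1lg2 were below the count filter.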

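Mki67, a marker gene of cycling cells, fell from 812 ± 52.4 CPM (SD, n = 6) in controls to 405 ± 134 CPM (SD, n = 6) under compression, a log2 fold change of -1.00 (standard error 0.22, adjusted p = 0.00180 from edgeR). The compressed libraries ran from 152 to 533 CPM for Mki67, with compressed replicate 6 at 152 CPM, and the controls from 752 to 905 CPM.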

**Figure 4:**
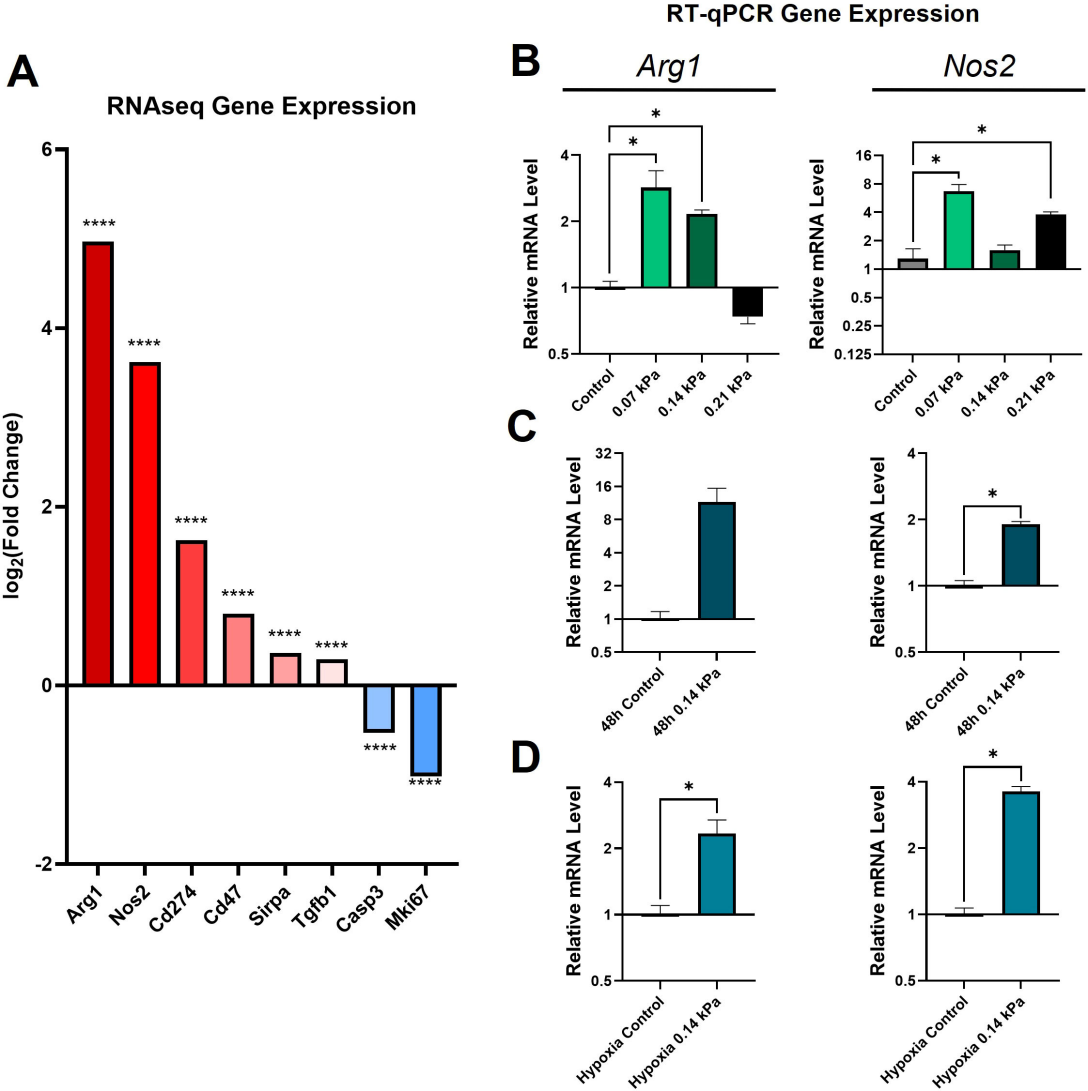
Compression causes upregulation of M1, M2, and immune escape-related genes largely independent of force magnitude/duration and oxygen tension. **(A)** Log_2_(fold change) of genes of interest based on RNA sequencing data. ****padj ≤ 0.0001. RT-qPCR quantification of *Arg1* and *Nos2* expression under various magnitudes of solid stress **(B)**, increased duration of solid stress **(C)**, and under simultaneous compression and hypoxia **(D)**. * p = statistically significant, adjusted for multiple comparisons.

To determine whether the response to compression varies with compression magnitude, we applied 0.07, 0.14, and 0.21 kPa of compression to macrophages, corresponding to 0.5x, 1x, and 1.5x the original magnitude. We performed RT-qPCR analysis of *Arg1* and *Nos2*, as representatives of the pro-and anti-inflammatory states. There was a general trend towards increased *Arg1* and *Nos2* with various compression conditions (**Figure 4B**). Interestingly, the largest increase in *Arg1* occurred in the lowest compression group, showing a 2.9-fold increase under 0.07 kPa of compression. However, at 0.21 kPa, there was a non-significant decrease in RT-qPCR quantification of *Arg1*. *Nos2* was significantly upregulated in the 0.07 kPa and 0.21 kPa conditions by 6.7 and 1.6-fold, respectively, with a non-significant slight increase with 0.014 kPa. After 48 hours of 0.14 kPa compression, *Arg1* had a large, but not statistically significant, 11.6-fold increase, while *Nos2* had a statistically significant 1.9-fold increase (**Figure 4C**). To determine whether this effect would remain under hypoxia, such as what is observed in solid tumors, we applied 0.14 kPa of compression to macrophages for 24 hours cultured in 1% O_2_ (**Figure 4D**). Both *Arg1* and *Nos2* showed statistically significant increases of 2.3-fold and 3.6-fold, respectively. While the biological variability of the macrophage transcriptional response to compression hindered the achievement of statistical significance in some conditions, these data generally demonstrate an upregulation of canonical markers of both pro- and anti-inflammatory macrophage phenotypes under various compression conditions.

We also performed Western blot analysis of relevant proteins, including IL-1β, MMP9, STAT3, and phosphorylated STAT3 (**Supplementary Figure S4A-D**). We observed no clear difference in protein abundance between compressed and control conditions for these targets. This may be due to post-translational regulation, such as the cleavage step required to convert pro-IL-1β to active IL-1β (75). The enrichment of the JAK/STAT3/IL-6 and ECM regulation pathways may also be driven by other upstream or downstream elements of the pathway, such as various upregulated interleukins and members of the tumor necrosis factor receptor superfamily (TNFRSF) and might not be reflected in individual protein abundance.

### Compression induces increased average fluorescence lifetime associated with pro-tumor metabolism

NAD(P)H, a metabolic coenzyme, has an autologous fluorescence signal with variable fluorescence lifetime depending on whether it is free or bound to a protein (76). NAD(P)H in the bound state has a longer fluorescence lifetime and indicates oxidative phosphorylation, while free NAD(P)H is involved in glycolysis. Because NAD(P)H is the predominant intracellular auto-fluorescent molecule, measuring the average fluorescence lifetime of a cell indicates whether it relies more on oxidative phosphorylation (OXPHOS) or glycolysis. Macrophages are reported to have a significant shift in lifetime with polarization, where M1-like macrophages tend to have a lower lifetime and increased reliance on glycolysis while M2-like macrophages have an increased lifetime and rely on oxidative phosphorylation instead (77). We successfully generated fluorescence lifetime microscopy (FLIM) images of compressed and uncompressed macrophages (**Figure 5A**). We then obtained the average fluorescence lifetime of the cell area for each image. We observe that compressed macrophages significantly increase average fluorescence lifetime compared to uncompressed controls, a shift which is consistent with a more anti-inflammatory, M2-like polarization (**Figure 5B**). We confirmed that macrophages induced to have an anti-inflammatory, M2-like polarization (treated with IL-4) had a higher average lifetime than pro-inflammatory M1-like macrophages (treated with LPS and IFN-γ), consistent with prior reports (77) (**Figure 5C**).

**Figure 5:**
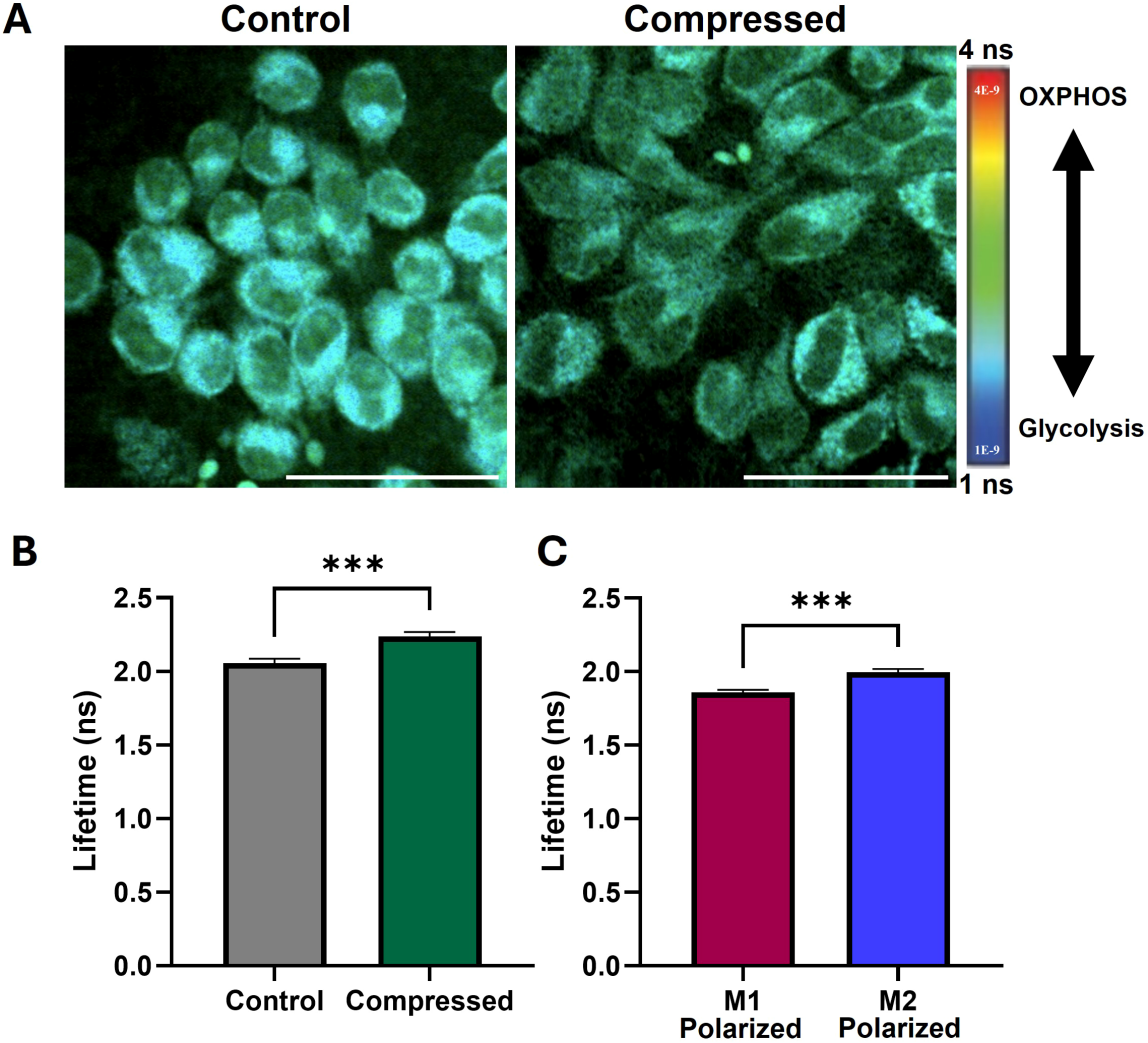
Compression increases fluorescence lifetime of macrophages, indicating increased oxidative phosphorylation and pro-tumor metabolism. **(A)** Fluorescence lifetime images of uncompressed and compressed macrophages. Cooler colors indicate lower fluorescence lifetime and increased reliance on glycolysis, and warmer colors indicate increased lifetime and increased reliance on oxidative phosphorylation (OXPHOS). Scale bar represents 50 µm. **(B)** Mean fluorescence lifetime in compressed versus control macrophages. **(C)** Mean fluorescence lifetime in macrophages treated with M1 and M2 polarizing cytokines, confirming predicted upward shift with M2-polarization observed in literature. ***p ≤ 0.001.

### Compression promotes increases in functional markers of pro- and anti-inflammatory states

Finally, to determine how compression alters macrophage function, we performed a phagocytosis assay on macrophages co-cultured with fluorescent microbeads immediately after 24 hours of compression. We observed a significant increase in microbead uptake in compressed macrophages (**Figure 6A, B**). Increased phagocytic capacity is reported to be associated with the M2-like polarization state, in line with our observation of increased phagocytosis by M2-polarized macrophages compared to M1-polarized (**Figure 6C**) (78). To determine whether secreted signals by compressed macrophages influenced uncompressed cells, we treated macrophages grown in standard culture conditions with conditioned media from compressed or uncompressed macrophages. We found a significant decrease in phagocytosis by macrophages treated with media conditioned by compressed macrophages, indicating potentially competing primary and secondary effects of compression (**Figure 6D**). Secreted nitric oxide (NOS), a mediator of macrophage cytotoxic activity, was measured via a Griess assay of compressed macrophage-conditioned media. After 48 hours of compression, there was a statistically significant increase in the nitrite, a derivative of secreted NOS, in conditioned media (**Figure 6E**). While NOS production is a canonically M1-like marker, its secretion by TAMs may promote treatment resistance (79).

**Figure 6:**
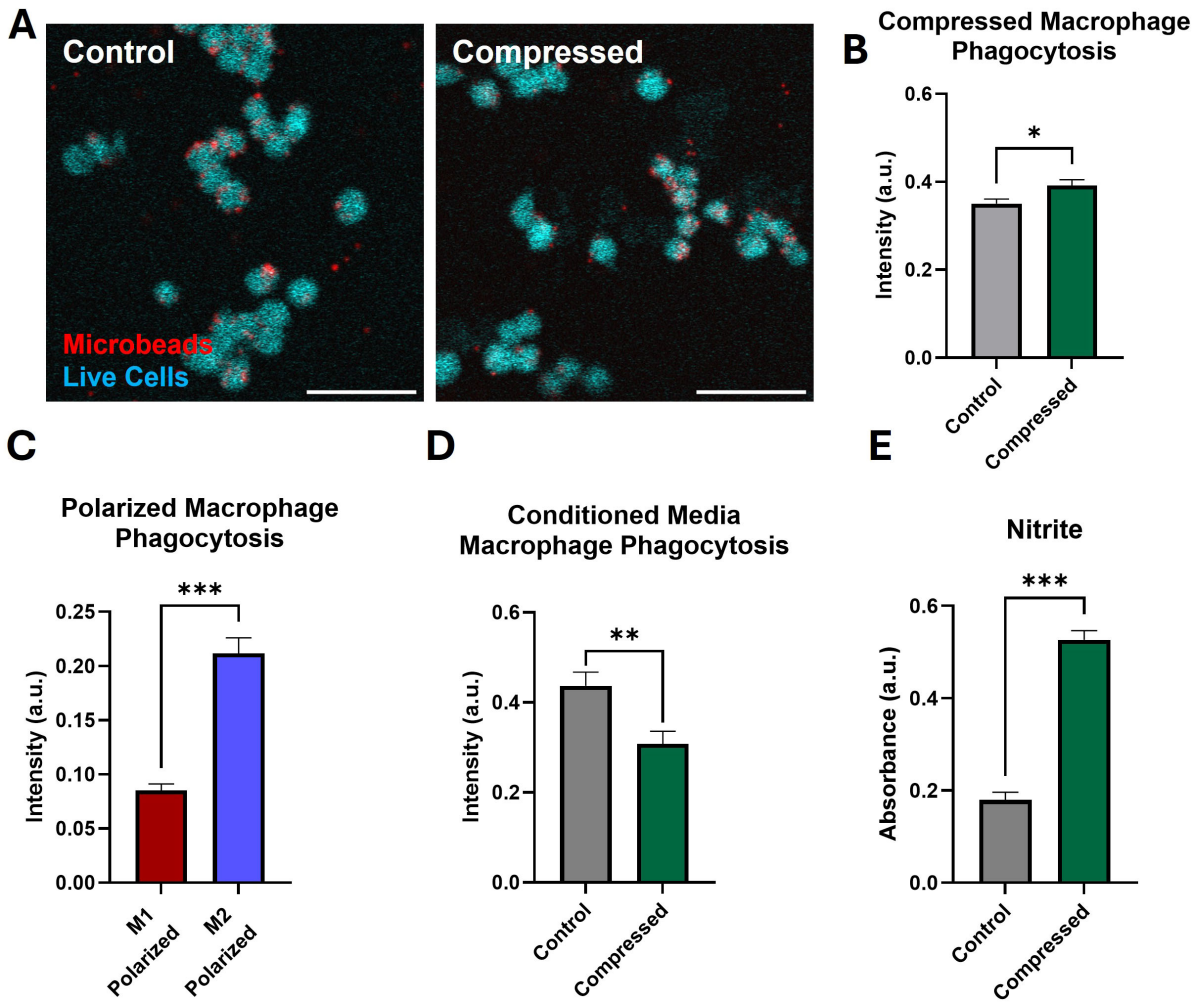
Macrophages under compression have increased phagocytic capacity and nitric oxide production. **(A)** Representative images of macrophages (cyan) and fluorescent microbeads (red). After 24 hours of compression, macrophages were incubated with fluorescent microbeads, internalizing them based on phagocytic capacity. Scale bar represents 50 µm. **(B)** Quantification of intensity of intracellular fluorescent microbeads phagocytosed after compression as a metric of the overall phagocytic capacity. **(C)** Quantification of microbead uptake by M1-like or M2-like macrophages treated with treated with LPS and IFN-γ or IL-4, respectively. **(D)** Quantification of microbead uptake by macrophages cultured with conditioned media from control or compressed macrophages. **(E)** Quantification of nitrite (indicative of NOS) released by macrophages after 48h of compression. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

To determine the indirect effect that compression may have on co-cultured macrophages and GBM cells, we conducted co-culture compression experiments using the CT-2A murine GBM cell line. We compressed a layer of murine GBM cells on top of the transwell membrane, and cultured macrophages in the bottom of the same well, such that the macrophages were not in physical contact with the GBM cells and were not compressed but were exposed to GBM-derived secreted factors (**Supplementary Figure S5**). This allowed for the specific assessment of whether compression of one cell type causes changes in paracrine signaling that influences the other cell type. We observed no significant change in macrophage expression of *Arg1, Nos2*, *Il1b* or *Serpinb2* (**Supplementary Figure S5A**). Likewise, when GBM cells were seeded in the bottom of the plate with macrophages compressed on top (**Supplementary Figure S5B**), we observed no significant change in GBM cell *Ki67, Casp3*, or *CD47* expression. These results suggest that the direct effect of compression on cells may be more important than the indirect effect through cell-cell paracrine signaling.

## Discussion

Here, we establish a clear relationship between the mechanical TME and its immune residents. The direct contribution of macrophages to tumor progression, immune escape, and patient outcome has been extensively studied and is well-reviewed elsewhere (2, 5, 6, 80). Macrophages are known to respond to their physical environment, including matrix stiffness and topography, cyclic tension or compression, and shear stress (25, 81). However, studies on compressive solid stress on macrophages have generally been limited to the context of bone or orthodontic intervention, so the magnitudes of solid stress and the environments in which they are studied differ drastically from those found in the TME (33, 34, 36). Our custom compression system is designed to apply mild, chronic compressive stress (0.14 kPa), within the range of what has been observed in murine and human GBM tumors (0.1 to 0.2 kPa) (14–17). This study is the first of its kind to study chronic compressive stress on macrophages in a custom compression system designed to mimic the mechanical stress in the GBM TME.

For the various metrics we applied, compression caused alterations resembling both pro- and anti-inflammatory polarization states (**Figure 7**). For example, increased macrophage size, seen under compression, is a typical characteristic of pro-inflammatory macrophages (48). However, the more irregular cell shape (characterized by circularity and solidity) is more commonly associated with the anti-inflammatory phenotype (48). Macrophage morphology is not only an indicator of polarization but can also directly impact it as part of a two-way interaction. For example, macrophages forced to adopt an elongated shape have altered polarization and sensitivity to pro-inflammatory stimuli (49). In our system, the unconfined, uniaxial compression may have physically forced the cells to spread thinner, resulting in the observed increased area. This forced change in shape may itself be one mechanism by which compression drives changes in macrophage phenotype. Interestingly, Hippo-related pathways were not significantly altered by compression, potentially explaining the lack of profound alterations to YAP/TAZ translocation in **Supplementary Figure S1**.

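Of 9 Hippo components measured, 2 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone). Sav1, which encodes a scaffold of the Hippo kinases, had a log2 fold change of 0.59 (standard error 0.036, adjusted p = 1.69e-08 from edgeR), and Stk3, a Hippo kinase gene, one of 0.17 (standard error 0.053, adjusted p = 0.0183 from edgeR). Yap1 and Wwtr1, which encode YAP and TAZ, held 1 and 15 counts over the control libraries and 0 and 12 over the compressed libraries. Both were scarcely detected in either condition, in libraries of at least 33460807 counts each. They were below the count filter, as were Tead1 to Tead4, so a change of modest size in them could not be detected. The median log2 fold change of the list was -0.034 and its mean 0.034, and camera gave an adjusted p of 0.793. On the lower side, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2; without compressed replicate 6, where the median of the list lay 0.57 below the other compressed libraries on the log2 scale, edgeR called 3 higher and 2 lower. Of 8 YAP/TAZ targets measured, 3 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.350). Ptpn14, a phosphatase gene of this pathway, rose by 2.06, and Amotl2, which encodes a YAP-binding protein, and Axl, a receptor kinase gene, fell, with -0.84 and -0.50 on the log2 scale. From the lack of a significant change in Hippo-related pathways, the paper proposes an explanation for the limited change in YAP/TAZ localization. Whether the scarcity of Yap1 and Wwtr1 transcripts bears on that localization was not tested.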

**Figure 7:**
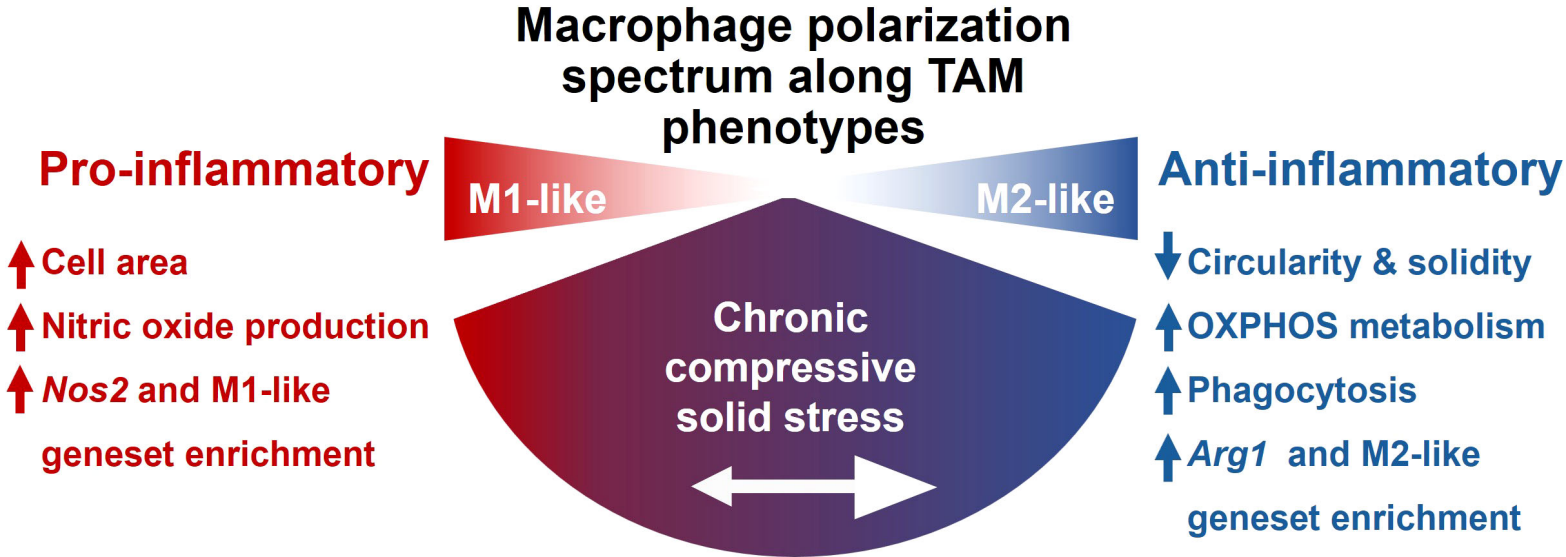
Overview of the effect of compression on macrophages. Compression causes macrophages to adopt both pro- and anti-inflammatory associated traits, with the net effect of promoting an immunosuppressive, tumor-associated and glioma-associated macrophage phenotype.

Functionally, compressed macrophages were more phagocytic, in line with gene expression data, and released more nitric oxide into their media. Elements of the IL6/JAK/STAT3 signal pathway were also upregulated, which are associated with worse prognosis in solid tumors and important in regulating macrophage response to stimuli (58, 82). Compressed macrophages also upregulated ECM remodeling-associated genes, including several MMPs. MMP9, a prominent hub on the protein interaction map, promotes cancer cell invasion and angiogenesis and is associated with poor patient prognosis in solid tumors (65). The impact of this functional mechano-immunological reprogramming remains to be fully elucidated in GBM models.

Based on gene ontology analysis, the biological and molecular processes upregulated under compression were largely related to chemotaxis and cytokine signaling, while many of the most downregulated processes were involved in cell replication. Visualizing these two processes in a protein-protein interaction map highlighted IL-1β (which was highly upregulated under compression) as one of the central hubs of interaction for both. While this is considered a pro-inflammatory macrophage gene in healthy contexts, the net effect of TAM expression of IL-1β is decreased immune response efficacy, treatment resistance, and disease recurrence in cancer (54). IL-1β participates in a feedback loop in several human cancers, promoting tumor immune escape via increased PD-L1 expression, the secretion of macrophage-recruiting proteins, the acquisition of malignant characteristics by tumor cells, and worse patient prognosis (83–86). In GBM in particular, macrophage-derived IL-1β promotes edema, induces GBM tumor growth, promotes cancer stem cell phenotype, and leads to further immune reprogramming by GBM cells including macrophage polarization and recruitment (55, 87–90). The induction of IL-1β production by macrophages is attributed to factors secreted by tumor cells, but here we show that compression alone, in the absence of any tumor-derived biochemical signals, causes an increase in *Il1b* gene expression. IL-1β may therefore be an important intermediary between the pathological mechanical microenvironment and macrophage immune reprogramming.

We note that compression caused a simultaneous decrease in pathways associated with cell cycling and proliferation, and an increase in genes associated with apoptosis. Together, these would suggest that compression may induce a decrease in the macrophage population in a closed system. Weak macrophage proliferation within tumors is one of the biggest hurdles for engineered macrophage-based therapies, such as CAR-macrophages (91). However, the concurrent increase in pathways related to migration and chemotaxis suggests that an open system, such as a tumor *in vivo*, accumulates macrophages in response to compression via recruitment from the bloodstream and migration into the tumor. Compressed macrophages are not only potentially more migratory themselves, but their upregulation of monocyte chemoattractants such as CCL2 and CCL5 (constituents of the migration-associated geneset) indicate that they could play an active role in the direct recruitment of more macrophages from the bloodstream, as TAMs are observed to do in solid tumors (92).

Macrophage polarization did not neatly align with either the M1 or M2 side of the canonical polarization spectrum. As has been observed in gliomas, compressed macrophages upregulated both M1-like and M2-like genes, and traditional polarization markers do not necessarily correlate with function in the context of the TME (62, 93). The upregulation of the “Inflam-TAM 2” geneset (**Figure 3CB**) is not representative of a healthy, effective inflammatory response, but rather of inflammatory states in the tumor microenvironment (66). The concurrent upregulation of genes associated with M1-like and M2-like polarization is consistent with our observations of macrophages in 3D confinement and 3D uniaxial compression (32). As illustrated by these data, the traditional, simplified M1-M2 polarization spectrum cannot fully capture complex macrophage states. Macrophages have been observed to concurrently express M1 and M2 markers in both health and disease, and both sides of the polarization spectrum can be co-opted in the tumor microenvironment to serve a pro-tumor function (4), including in glioma/glioblastoma, as we and others have shown (21, 94).

Here, we leveraged FLIM to obtain high-sensitivity, *in situ* metabolic measurements without the need for stains or probes. FLIM has been shown to correlate with both mass spectrometry and flux analysis, and has the added advantage of providing high-resolution spatial metabolism data (95). M2-like macrophages have been reported to have a longer average fluorescence lifetime than M1-like macrophages, a characteristic that can help distinguish the two with relatively high accuracy (77, 96). The increased fluorescence lifetime of compressed macrophages thus suggests a shift towards a more M2-like metabolic state, in line with our M1-like and M2-like polarized macrophage controls (**Figure 5B, C**). The increase in fluorescence lifetime is expected to correspond with more reliance on oxidative phosphorylation, and less on glycolysis (97). As noted by others, average fluorescence lifetime alone is influenced by factors other than oxidative or glycolytic cell state, so more comprehensive FLIM analysis or other metabolic assays (such as real-time metabolic flux assays) will be required to more fully understand cellular metabolic state (98). Interestingly, hypoxic conditions are expected to be accompanied by a decrease in cell fluorescence lifetime (99, 100), but compressed macrophages simultaneously upregulated hypoxia genes and had increased average fluorescence lifetime. Macrophages polarized to an M1-like state by interferon-gamma rely on increased glycolysis, which allows for Hif-1a, IL-1b, and nitric oxide production and JAK/STAT signaling - all consistent with our gene expression and media analyses (38). Together, these results demonstrate the complexity of macrophage polarization and metabolism and highlight the need for further mechanistic studies linking the two in the context of chronic compression.

Targeting myeloid cells has shown great promise as part of a combinatorial approach, enhancing the effect of other strategies to alter the TME. For example, macrophages are essential for the full beneficial effect of dual inhibition of Ang-2 and VEGF in murine GBM (10). Infiltrating macrophages engage in CCR2-CCL2 signaling in GBM, which is reported to be associated with reduced overall survival (21, 101, 102). Targeting myeloid cells in the GBM TME by CCR2 inhibition is sufficient to remove the barrier to ICB efficacy and extends survival in murine GBM models (102). Reprogrammed macrophages may also serve a as powerful therapeutic tool, as pharmacologically normalizing the tumor vasculature results in improved survival mediated by reprogrammed tumor-resident macrophages (10). This strategy is advantageous because it can target myeloid cells in the bone marrow and therefore does not need to cross the BBB to have effect. Targeting solid stress in the TME will also interrupt the immune-mechanical feedback loop. Reducing any of the solid components of the tumor (tumor cells, stromal cells, or ECM) causes a reduction in solid stress (19). Losartan, an angiotensin system inhibitor, can help control ICB-related adverse events and its use is associated with improved overall survival in both murine and human GBM (21, 103). This may be due to its inhibition of collagen/hyaluronan synthesis, CCR2 signaling, and monocyte recruitment, potentially simultaneously impacting both TAMs and the mechanical TME (104, 105).

In conclusion, we have demonstrated that chronic mechanical compression alone can drive macrophages towards a complex phenotype largely resembling that seen in GBM and other cancers. We previously established that macrophages themselves can contribute to the generation of solid stress (32). This work suggests that there may be a positive immunomechanical feedback loop between macrophages and solid stress, wherein macrophages may both generate and respond to solid stress in a manner that contributes to immune suppression and tumor progression. This cycle represents a promising therapeutic target, as reducing solid stress, macrophage sensing and response to it, or macrophage contribution to it, could break the cycle and normalize the tumor immune microenvironment.

## Data Availability

The original RNA sequencing data has been uploaded to NCBI GEO, under the accession number GSE304867 and can be downloaded at the following address: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304867.

How the deposited data were processed for this re-analysis (not part of the article)

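The sequenced samples were RAW264.7 macrophages, 6 under an agarose cushion alone and 6 under a cushion with a weight that applied 0.14 kPa, all taken after 24 h. The submitters describe directional libraries enriched for mRNA. The authors aligned the reads with STAR 2.7.2, and their processing notes name the GRCm39 assembly. The values they deposited are whole-number counts per Ensembl gene, 1 column per library, with no normalization or filtering found in them. Neither the counting program, its strand setting nor the annotation release is given in the sources used here, and positions in the genome were not used.

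The count table holds 56941 gene IDs. Names came from the GENCODE M21 annotation of the GRCm38 assembly, matched by ID, for 51948 of them and from Supplementary Table S2 for 15 more. The remaining 4978 IDs have no name here, and named IDs hold 99.5% of the counts. Transcript length was taken from the same annotation by ID. All 12 columns were matched to a sample by their labels, never by their values.

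Counting error is small for most genes at the depth of these libraries, and the spread between libraries exceeded it. The mean chi-square per gene between libraries of 1 group, which would be near 1 with counting error alone, was 2.20 to 8.30 for pairs of controls, 3.53 to 16.9 for pairs of compressed replicates 1 to 5 and 171 to 229 for pairs with compressed replicate 6. Ratios of counts are given with 95% intervals for counting error only where a group held few counts, and reads without molecular identifiers are not independent molecules.

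Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3. Genes were kept by filterByExpr with groups of 6 and a minimum count of 10, scaled by TMM and tested with edgeR's quasi-likelihood F test on condition alone. Benjamini-Hochberg adjusted p-values of 0.05 or less over all tested genes were called. Standard errors given with edgeR's log2 fold changes are the absolute log2 fold change over the square root of the F statistic. They restate that test and are no separate measure of precision. Log2 CPM used a prior count of 2. The principal components used the 500 most variable genes, centered and not scaled. Replicate numbers were not taken as pairs: the correlation of a control with the compressed library of the same number, after removal of the group means, was -0.12 to 0.040 across genes.

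Of the 20 published sets in Supplementary Table S1, 8 were used whole and 12 from their first genes only, of which members were counted and no set test was run. Enrichment scores per library were computed with an implementation of the gene set variation method written for this purpose, and groups were compared by an exact permutation test over all splits of 6 against 6 libraries, two-sided, adjusted over 8 sets. For 47 gene lists written from general knowledge, members that passed the test were counted, and the 39 lists with at least 5 measured members were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Camera called 18 lists higher and 6 lower. With an estimated correlation 18 were called, and 6 calls were lost; fry, which tests a list alone and not against other genes, called 32.

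The genes named with values are the 10 largest increases and the 10 largest decreases among called genes with a mean of at least 1 CPM in the higher group, a symbol other than a gene model and no overlap between the groups; every gene that the paper names for its sequencing; and for each list or published set up to 4 called members with the largest change and members that go against the list. Some genes that this rule takes are not given in the text.

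The procedure was tested on simulated data. In counts drawn for 6 against 6 libraries from the mean level and dispersion of each gene, 50 genes were changed at each of 4 sizes. At 1.25-, 1.5-, 2- and 4-fold, edgeR recovered 11, 31, 41 and 50 of 50 and DESeq2 18, 33, 43 and 50. Of 141 calls by edgeR, 8 were of unchanged genes, and of 179 by DESeq2, 35. With the members of the GBM-TAM set raised 1.5-fold, its score had an adjusted p of 0.0173 by the exact permutation test, and 0 of 5 sets without shared members were called. These counts were drawn gene by gene, so correlation between the members of a set was not simulated. The 0 calls therefore cannot show how often the set test calls unchanged sets in the real libraries. Fewer genes were changed than the 6960 called in the real data, so the numbers recovered may not carry over.

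Alternatives were DESeq2's Wald test with its size factors, RLE factors, library size alone, no low-count filter, a mean normalized count over 50, replicate number as a block, glmTreat against the fold-change limits, an adjusted p of 0.01, leaving out each library in turn, all filtered genes, a variance-stabilizing transformation or a prior count of 0.5 for the components, and for the sets also a mean z-score, camera, fry and removal of the member of largest change. A DESeq2 fit restricted to a mean normalized count over 50 and the removal of the trend with transcript length in each library were added after seeing the data. The gene ontology terms, the interaction map and experiments other than the sequencing were not analysed here.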

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

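The tests of explanations in this part were chosen only after the results were seen. A library was marked as apart where its gap to the nearest other library of its group, divided by the range of the group, exceeded Dixon's critical value (0.625 for 6); chance marks about 1 in 20 groups. Of 386 groups of 6 values, 64 held such a library, and in 47 it was compressed replicate 6.

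In compressed replicate 6, genes with long transcripts were lower and genes with short transcripts higher than in the other compressed libraries: the median difference was 0.47 on the log2 scale in the shortest of 4 groups of genes by transcript length (median 655 bases) and -0.52 in the longest (median 4163 bases). As to cells of another type, their markers together took 24.8 CPM in this library and 35.0 CPM in the highest of the other compressed libraries. This sum cannot decide the question, since few of the markers passed the count filter and a loss of counts from long transcripts could lower it. A weaker or stronger response to compression is argued against by the score of compressed replicate 6 on the first principal component, 23.91. This score lies within the range of the other compressed libraries (highest 25.79). A loss of counts from long transcripts stays open as a candidate explanation. The log2 level in compressed replicate 6 changed by -0.259 per doubling of transcript length, against at most 0.0371 in size in the other 11 libraries. This slope restates the difference by length group on the same counts, so it is no separate test of the explanation. The labels give no difference between this library and the other compressed libraries, so no biological explanation from the design was tested.

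Genes that interferons induce lay lower under compression. The paper does not discuss them as a list, but it reports a decrease of the Inflam-TAM set, which includes Gbp3 and Gbp7. Of 27 listed genes measured, 17 were lower and 0 higher (1 higher and 17 lower when adjusted over the list alone). For higher members, 1 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. EdgeR called 1 higher member without compressed replicate 2 or 3 and 2 without compressed replicate 6. Oasl2, an antiviral gene, had a log2 fold change of -1.14 (standard error 0.089, adjusted p = 2.06e-07 from edgeR), Cmpk2, a mitochondrial nucleotide kinase gene, one of -1.06 (standard error 0.084, adjusted p = 2.32e-07 from edgeR), and Ifit1, an RNA-binding antiviral gene, one of -0.93 (standard error 0.11, adjusted p = 1.27e-05 from edgeR); camera gave the list an adjusted p of 1.01e-05 (adjusted p = 0.138 with an estimated correlation). Normalization as the whole cause is argued against by the change of the list against the median of all tested genes, which no scaling factor can move: it was at most -0.36 on the log2 scale in the compressed libraries and at least -0.0697 in the controls, each library taken against the mean of the controls. The trend with transcript length is argued against by the same measure once the trend was removed in each library, at most -0.35 in the compressed libraries and at least -0.0739 in the controls. Compressed replicate 6 as the source is argued against by 20 lower members without that library. A lower interferon response under compression is one hypothesis, found and tested on the same libraries, and may follow from other differences between the groups.

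Other gene lists that the paper does not discuss stood out by camera. The members that rose numbered 11 among p53 targets, 7 among genes of prostaglandin and leukotriene synthesis, 15 among NF-κB feedback genes and 12 among immediate early genes; 1 p53 target, 2 genes of prostaglandin and leukotriene synthesis and 1 immediate early gene fell. The members that fell numbered 5 among genes of the TCA cycle, 14 among those of cholesterol synthesis and 17 among interferon-stimulated genes. With an estimated correlation, camera no longer called the immediate early genes (adjusted p = 0.138), the TCA cycle (adjusted p = 0.233) or the interferon-stimulated genes (adjusted p = 0.138).

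Apart from single genes, the values marked were the score on the second principal component of compressed replicate 6 (-26.67, against 3.27 to 7.19 in the other compressed libraries) and the enrichment score of Hypoxia-GAM of compressed replicate 5 (-0.14, against 0.37 to 0.57 in the other compressed libraries).

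In log2 CPM, compressed replicate 6 lay above the other compressed libraries for Ankle1 at 3.53, Anxa2 at 10.69, C5ar1 at 6.95, Ccl4 at 10.40, Ccnd3 at 7.43, Cd47 at 7.99, Cd74 at 10.10, Dusp2 at 4.15, Gatm at 6.73, Ier3 at 10.57, Ifi35 at 5.81, Lgals3 at 10.55, Nfkbia at 9.41, Rgcc at 4.35, Srgn at 9.69, Srm at 7.47 and Vegfb at 5.57. In log2 CPM, compressed replicate 6 lay below the other compressed libraries for Abca1 at 2.96, Adamts1 at 2.93, Aen at 4.49, Appl2 at 6.95, Axl at 2.51, C3ar1 at 6.42, E2f7 at 2.33, E2f8 at 4.11, Emilin2 at 8.83, Espl1 at 4.87, Hif1a at 7.25, Idi1 at 4.40, Il6ra at 5.33, Knl1 at 4.48, Mki67 at 7.24, Nes at 2.85, Nfatc1 at 7.10, Ogdh at 6.79, Piezo1 at 6.55, Rb1 at 4.91, Sdc3 at 7.59, Sirpa at 8.56, Slc7a5 at 6.75, Stat3 at 6.31, Stk3 at 5.46, Tmem63b at 5.17, Tnfaip3 at 5.65, Vwf at 1.47 and Zfp36l2 at 6.19. Compressed replicate 1 lay below the other compressed libraries for Cd69 at -1.92. Compressed replicate 4 lay below the other compressed libraries for Fscn1 at -0.00393. Compressed replicate 5 lay above the other compressed libraries for Cish at 4.50 and Mmp14 at 4.04. Compressed replicate 5 lay below the other compressed libraries for Ifit3b at -1.16. Control replicate 1 lay above the other control libraries for B4galt1 at 7.38, Il23a at 2.08, Ogdh at 8.05 and Piezo1 at 8.03. Control replicate 2 lay above the other control libraries for Slc2a1 at 8.82. Control replicate 2 lay below the other control libraries for Tcn2 at 1.38. Control replicate 4 lay below the other control libraries for Cd74 at 8.14, Edn1 at -0.40 and Gapdh at 11.09. Control replicate 5 lay below the other control libraries for Itga3 at -3.66. Control replicate 6 lay above the other control libraries for E2f8 at 6.16.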

How the results depend on the processing

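The DESeq2 fit restricted to a mean normalized count over 50, the removal of the trend with transcript length and the count of other splits of the libraries were chosen after the results were seen. The number of changed genes, 6960, was 6393 with the replicate block, 7397 with DESeq2, 5989 with a mean normalized count over 50, 5211 at an adjusted p of 0.01 and 6385 to 9981 on leaving out 1 library. Of the 182 genes named with a fold change, 180 passed the test; of all named, DESeq2 left 181 on the same side of the threshold with the same direction, RLE factors 181, library size alone 180, no filter 179 and the replicate block 179. Depth leaves genes under the filter untested by edgeR. Of changes of 1.25-fold, edgeR recovered 11 of 50 in data simulated at a single depth, which does not part depth from the spread between libraries.

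Counts past a fold-change limit depended on the setting. Above 1, 774 genes became 461 with a mean normalized count over 50, 446 in the restricted DESeq2 fit and 364 with glmTreat. Below -1, 216 became 365 with DESeq2, 391 with no filter, 128 with a mean normalized count over 50 and 25 with glmTreat. Past 2 in either direction, 166 became 362, 411, 87 and 85 in the same order, with the restricted DESeq2 fit last, and 77 with glmTreat. A filter on the mean count tests fewer genes, and glmTreat tests against the limit itself; for the other counts, and all results below, the cause was not tested. Leaving out 1 library gave 763 to 826 above 1, 218 to 259 below -1 and 163 to 181 past 2.

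By camera, the adjusted p was 0.226 for the M2-Like set, 0.158 for Chemotaxis-GAM and 0.0523 for High-grade GAM. With an estimated correlation it was 0.282, 0.309 and 0.209 for these, 0.172 for Inflam-TAM, 0.200 for Pro-Tumor TAM and 0.0648 for Hypoxia-GAM. Without the member of largest change, the difference in score was 0.39 for M2-Like and 0.30 for Chemotaxis-GAM (exact permutation test, adjusted p = 0.0816 and 0.214). With the replicate block it was 0.55 for Pro-Tumor TAM and 0.47 for Chemotaxis-GAM (exact sign-flip test over 6 pairs, adjusted p = 0.0714 and 0.0938). The sign-flip test has few sign patterns and libraries of the same number showed no pairing, so it cannot decide how firm these scores are. Leaving out 1 library, the difference of the Chemotaxis-GAM score ranged from 0.44 to 0.52; for the other 7 sets it passed the test without any single library.

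DESeq2, library size alone, the restricted DESeq2 fit and removal of the length trend each called 1 lower chemokine and 1 lower M1 marker, and library size alone and removal of the length trend 1 lower M2 marker. Among antigen presentation genes, library size alone called 3 higher, and the replicate block 0 lower. Among Hippo components, library size alone, no filter and the replicate block called 1 higher, and removal of the length trend 2 lower. On leaving out 1 library, lower members ranged from 0 to 1 for chemokines, 0 to 1 for cytokines, 5 to 8 for apoptosis, 0 to 6 for antigen presentation, 0 to 1 for M1 and 0 to 1 for M2 markers, 1 to 2 for angiogenic factors, 1 to 2 for JAK/STAT3 signaling and 0 to 2 for Hippo components, and higher members of antigen presentation from 3 to 7. The log2 fold change of Piezo1, -0.12 (adjusted p = 0.629 from edgeR), ranged from -0.18 to 0.030 and changed its sign only without compressed replicate 6.

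Chance alone can be excluded for 4 counts of genes, for each of which 1 of 100 splits of the libraries, the real split itself, gave a count as large. The real split called 6960 genes and the highest other split 2555; above 1 the counts were 774 and 199, below -1 216 and 12, and past 2 166 and 25. For gene lists called by camera at the preset correlation, the real split gave 24 and the highest other split 23, and 1 of 100 splits reached the real count. A split that exchanges few libraries keeps part of the contrast between the conditions, and which libraries that other split exchanged is not given here. The comparison therefore cannot decide whether chance alone gives almost as many calls, and no conclusion about compression is drawn from it.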

Differences from the paper's values

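The paper's text gives 319 genes with a log2 fold change above 1 among those at an adjusted p of 0.05 or less, and 774 were counted here. Of the alternatives set before the data were examined, a mean normalized count over 50 (461) and glmTreat against a log2 fold change of 1 (364) came within 1.5 times the paper's value. DESeq2 (1120), RLE factors (766), library size alone (687), no low-count filter (1145), the replicate block (763), an adjusted p of 0.01 (753) and leaving out any 1 library (763 to 826) did not, nor did removing the length trend (709), chosen after seeing the values. The DESeq2 fit with a mean normalized count over 50 (446) also came within it and was chosen after seeing the values. It drops 0 of the 1998 genes of Supplementary Table S2 used here. This gives no separate support, since the paper had already filtered that table for a base mean over 50. The part of that table used here is ordered by fold change down to the paper's value of 0.34, and it lists 446 genes to which the paper gives a log2 fold change above 1 at an adjusted p of 0.05 or less. The table is a filtered subset of the paper's changed genes, so it should not hold more such genes than the whole. The 319 of the text and the 446 of the table are thus at odds within the paper, whatever the setting used here. Closeness of a setting to 319 therefore does not show which processing the paper used.

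For genes with a log2 fold change below -1, the paper's text gives 129, and 216 were counted here. A mean normalized count over 50, set before the data were examined, gave 128, and its restricted DESeq2 counterpart, chosen after seeing the values, gave 145. The part of Supplementary Table S2 used here stops at a log2 fold change of 0.34, so it holds no decreased gene to check these counts against. Both counts lie within 1.5 times the paper's value. DESeq2 (365), RLE factors (225), library size alone (292), no low-count filter (391), the replicate block (223), glmTreat (25), an adjusted p of 0.01 (207), leaving out any 1 library (218 to 259) and removal of the length trend (278) did not.

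Of the genes in the part of Supplementary Table S2 used here, edgeR did not call 8. All 8 of these were called by DESeq2 and by the restricted DESeq2 fit. EdgeR called 3 of them with a mean normalized count over 50, 5 with the length trend removed, 1 with the replicate block, 6 without compressed replicate 6 and 2 to 5 without 1 of the other compressed libraries.

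Figure 4A carries the significance mark defined in its legend at every gene shown. The adjusted p from edgeR lay above that level for Sirpa (1.41e-04), Tgfb1 (2.61e-04) and Mki67 (0.00180) and below it for Nos2 (2.98e-09) and Cd274 (7.07e-08). DESeq2 gave 6.16e-07, 7.82e-08 and 2.20e-05 for the first 3 of these.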

Other observations

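Of the tests in this part, that of the share of reads in copies of Gapdh was set before its result was seen, and the other tests of Gapdh and the removal of the length trend were chosen only afterwards. Feedback genes of NF-κB, the factor that drives inflammatory transcription, rose throughout: of 15 measured, 15 were higher and 0 lower (15 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.54 and a camera adjusted p of 1.66e-08; for lower members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. Nfkbia, which encodes the inhibitor IκBα, had a log2 fold change of 1.59 (standard error 0.11, adjusted p = 4.80e-08 from edgeR), and Tnfaip3, a ubiquitin-editing brake on the pathway, one of 1.23 (standard error 0.094, adjusted p = 1.71e-07 from edgeR). Genes of glycolysis rose as a group, with 19 of 19 measured higher and 0 lower (19 higher and 0 lower when adjusted over the list alone), a median of 0.55 and a camera adjusted p of 7.76e-12; among lower members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. The largest increase was that of Eno2, an enolase gene, at 1.73 (standard error 0.059, adjusted p = 1.74e-10 from edgeR), and of the first 48 genes of the published glycolysis set, 20 of 33 measured were higher and 4 lower (20 higher and 4 lower when adjusted over the list alone). Among 11 genes of the TCA cycle measured, 0 were higher and 5 lower (0 higher and 6 lower when adjusted over the list alone), with Ogdh, a subunit gene of the oxoglutarate dehydrogenase, at -0.40 (standard error 0.13, adjusted p = 0.0192 from edgeR). Camera gave the TCA list an adjusted p of 0.0438 (adjusted p = 0.233 with an estimated correlation); for higher members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. The lower members numbered 3 with no filter, 3 with the replicate block, 8 with the length trend removed and 9 without compressed replicate 6. Among 31 nuclear genes of oxidative phosphorylation, 1 was higher and 4 lower (0 higher and 1 lower when adjusted over the list alone), with a median of -0.023, a mean of 7.07e-04 and a camera adjusted p of 0.388; the list lay 0.67 above the other compressed libraries in compressed replicate 6, and without it edgeR called 2 higher and 20 lower and camera gave 0.00525. No member was called higher by edgeR without any 1 control or without compressed replicate 1, and 8 were lower with library size alone and 12 with the length trend removed. Of the first 48 genes of the published oxidative phosphorylation set, 1 of 46 measured was higher and 6 lower (1 higher and 4 lower when adjusted over the list alone), and their median lay 0.80 above the other compressed libraries in compressed replicate 6. Of 13 genes encoded in mitochondria, 1 was higher and 3 lower (1 higher and 3 lower when adjusted over the list alone): mt-Nd1, a subunit gene of complex I, had a log2 fold change of -0.53 (standard error 0.092, adjusted p = 3.00e-04 from edgeR) and mt-Co1, of complex IV, one of 0.29 (standard error 0.078, adjusted p = 0.00812 from edgeR). Their median lay 0.36 above the other compressed libraries in compressed replicate 6, without which 2 higher and 4 lower were called.

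Targets of p53 rose more often than they fell: of 17 measured, 11 were higher and 1 lower (11 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 2.60e-04. Plk2, a kinase gene of stress response, had a log2 fold change of 1.42 (standard error 0.065, adjusted p = 1.79e-09 from edgeR), Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, one of 0.97 (standard error 0.059, adjusted p = 2.15e-08 from edgeR), and Aen, an exonuclease gene of apoptosis, one of -0.69 (standard error 0.11, adjusted p = 1.78e-04 from edgeR). Among 16 immediate early genes, 12 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone), with a camera adjusted p of 3.56e-04 (adjusted p = 0.138 with an estimated correlation). Ier3 rose by 1.47 and Myc, which encodes a growth-promoting transcription factor, by 1.21; the lower members numbered 2 with the replicate block and without control replicate 6 or compressed replicate 6. Enzyme genes of prostaglandin and leukotriene synthesis were mostly higher, with 7 of 11 measured higher and 2 lower (8 higher and 3 lower when adjusted over the list alone). Their camera adjusted p was 0.0123. Ptges, the inducible synthase of prostaglandin E2, had a log2 fold change of 2.31 (standard error 0.11, adjusted p = 1.81e-09 from edgeR), while Hpgd, which breaks prostaglandins down, had one of -0.61 (standard error 0.14, adjusted p = 0.00287 from edgeR); with a mean normalized count over 50, 1 member was lower. Of 24 phagocytic receptors and parts of their machinery, 12 were higher and 5 lower (12 higher and 5 lower when adjusted over the list alone), with a camera adjusted p of 0.0164: Mertk, a receptor gene for the uptake of dead cells, had a log2 fold change of 1.58 (standard error 0.29, adjusted p = 4.99e-04 from edgeR) and the Fc receptor gene Fcgr1 one of -0.39 (standard error 0.058, adjusted p = 7.95e-05 from edgeR). Genes of cholesterol synthesis fell, with 14 of 20 measured lower and 0 higher (0 higher and 14 lower when adjusted over the list alone) and a camera adjusted p of 8.18e-05. Idi1, an isomerase gene of the pathway, had a log2 fold change of -0.73 (standard error 0.086, adjusted p = 9.52e-06 from edgeR); for higher members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2, and edgeR called 1 without compressed replicate 6.

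The following lists were not called by camera with all 12 libraries. Of 15 genes of antigen presentation, 5 were higher and 3 lower (5 higher and 3 lower when adjusted over the list alone), with a camera adjusted p of 0.235; Cd40, a costimulatory receptor gene, rose by 1.24. Its lower members numbered 0 without control replicate 3 or compressed replicate 1 or 3, 1 without control replicate 2 or compressed replicate 2 or 4, and 6 without compressed replicate 6, where the list lay 0.43 above the other compressed libraries, and its higher members 3 without control replicate 1. Among 13 integrins, 6 were higher and 2 lower (6 higher and 2 lower when adjusted over the list alone), with a camera adjusted p of 0.121; the list lay 0.60 below the other compressed libraries in compressed replicate 6, without which 9 higher and 3 lower were called and camera gave 0.0400. Itga3, which encodes the laminin-binding α3 chain, had a log2 fold change of 2.93 (standard error 0.41, adjusted p = 4.65e-05 from edgeR). Of 8 mechanosensitive channels, 4 were higher and 2 lower (4 higher and 2 lower when adjusted over the list alone), with a camera adjusted p of 0.414; Tmem63b rose by 0.42 and Piezo2 had a log2 fold change of -1.01 (standard error 0.25, adjusted p = 0.00413 from edgeR). The list lay 0.59 below the other compressed libraries in compressed replicate 6, and 1 member was lower without control replicate 1 or with a mean normalized count over 50. Lysosomal genes numbered 25, of which 7 were higher and 5 lower (7 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.561), with 4 higher under library size alone or with no filter. Genes of lipid uptake, storage and efflux numbered 13, of which 7 were higher and 3 lower (7 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.183): the cholesterol exporter genes Abca1 and Abcg1 went opposite ways, by 1.24 and -0.65. Among ATF4 targets, of 18 measured, 7 were higher and 6 lower (7 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.797), with the cystine transporter gene Slc7a11 at 1.06 and the amino acid transporter gene Slc7a5 at -0.86. In the unfolded protein response, of 14 measured, 2 were higher and 4 lower (2 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.628); 0 were higher with library size alone or no filter and 1 with the replicate block or the length trend removed. Of 12 NRF2 targets, 3 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.423); 6 higher and 4 lower were called without compressed replicate 6 and 1 lower without control replicate 3. The heme oxygenase gene Hmox1 rose by 1.58. Osteoclast genes numbered 10, of which 5 were higher and 3 lower (5 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.196), with Nfatc1, the transcription factor gene of that lineage, at -0.95 (standard error 0.15, adjusted p = 1.39e-04 from edgeR). Among 20 ribosomal protein genes, 3 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0596); for lower members, 0 met an unadjusted p under 0.05 in edgeR and 0 were called by DESeq2. The list lay 0.81 above the other compressed libraries in compressed replicate 6, without which 8 were higher, as were 5 without compressed replicate 5. Macrophage identity genes numbered 10, of which 5 were higher and 3 lower (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.279), with the lysozyme gene Lyz2 at 0.65.

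Marker genes of other cell types were few and scarce: 50 listed markers together took 19.7 to 21.8 CPM in controls and 24.8 to 35.0 CPM under compression. The fibroblast marker Pdgfrb, the endothelial markers Pecam1 and Vwf, the glial marker Nes and the dendritic cell marker Zbtb46 had log2 fold changes of 1.16, 0.77, 0.67, 1.02 and 0.33, all past the test, with Zbtb46 no longer so with no filter or the replicate block. In compressed replicate 6 the markers of fibroblasts, endothelial cells and glia lay 1.18, 0.50 and 0.88 below the other compressed libraries on the log2 scale. Of T cell markers 1 was measured and did not pass the test, and the markers of epithelial cells, B cells and neutrophils were below the count filter. DESeq2, which also tested genes below it, called 2 neutrophil markers higher: S100a8, with 21 counts over the controls and 55 over the compressed libraries (adjusted p = 0.00341 from DESeq2), and Camp, with 0 and 27 (adjusted p = 1.48e-05 from DESeq2), both named after their values were seen. Macrophages themselves express some of these genes, such as Pecam1.

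Gapdh, to which the paper scales its RT-qPCR values, rose from 2251 ± 33.3 CPM (SD, n = 6) in controls to 3670.0 ± 332 CPM (SD, n = 6) under compression, a log2 fold change of 0.70 (standard error 0.058, adjusted p = 3.10e-07 from edgeR). Normalization as the whole cause is argued against, since its change against the median of all tested genes, which no scaling factor can move, was at least 0.57 on the log2 scale in the compressed libraries and at most 0.0124 in the controls, each library taken against the mean of the controls. Reads moved from near-identical copies are argued against by a rise of 148 CPM in 324 genes that share words of 31 bases with Gapdh, which held 307 to 333 CPM in controls and 443 to 486 CPM under compression. The copies in controls held 22.1% of the CPM that Gapdh gained, so that their reads in controls could not have supplied all of it. Whether some of the reads gained by Gapdh and by the copies were shared cannot be told apart, since both rose and counts per gene do not show which reads match both. A rise of glycolytic genes as a group stays open as a candidate explanation: all 18 other glycolysis members rose, by 0.29 to 1.73 on the log2 scale, and the value of Gapdh lay within that range.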
